# A history of obesity leaves an inflammatory fingerprint in liver and adipose tissue

**DOI:** 10.1038/ijo.2017.224

**Published:** 2017-10-24

**Authors:** I P Fischer, M Irmler, C W Meyer, S J Sachs, F Neff, M Hrabě de Angelis, J Beckers, M H Tschöp, S M Hofmann, S Ussar

## Abstract

**Background/Objectives:**

Dieting is a popular yet often ineffective way to lower body weight, as the majority of people regain most of their pre-dieting weights in a relatively short time. The underlying molecular mechanisms driving weight regain and the increased risk for metabolic disease are still incompletely understood. Here we investigate the molecular alterations inherited from a history of obesity.

**Methods:**

In our model, male high-fat diet (HFD)-fed obese C57BL/6J mice were switched to a low caloric chow diet, resulting in a decline of body weight to that of lean mice. We measured body composition, as well as metrics of glucose, insulin and lipid homeostasis. This was accompanied by histological and gene expression analysis of adipose tissue and liver to assess adipose tissue inflammation and hepatosteatosis. Moreover, acute hypothalamic response to (re-) exposure to HFD was assessed by qPCR.

**Results & Conclusions:**

Within 7 weeks after diet switch, most obesity-associated phenotypes, such as body mass, glucose intolerance and blood metabolite levels were reversed. However, hepatic inflammation, hepatic steatosis as well as hypertrophy and inflammation of perigonadal, but not subcutaneous, adipocytes persisted in formerly obese mice. Transcriptional profiling of liver and perigonadal fat revealed an upregulation of pathways associated with immune function and cellularity. Thus, we show that weight reduction leaves signs of inflammation in liver and perigonadal fat, indicating that persisting proinflammatory signals in liver and adipose tissue could contribute to an increased risk of formerly obese subjects to develop the metabolic syndrome upon recurring weight gain.

## Introduction

Excessive accumulation of fat, specifically in the visceral fat depots, deregulates systemic lipid- and glucose-homeostasis,^1^ contributing to the development of type 2 diabetes, non-alcoholic fatty liver disease (NAFLD), cardiovascular and neoplastic diseases.^1^ In addition to food intake and exercise, genetics in combination with a diverse set of environmental factors can result in epigenetic modifications and changes in gut microbiota, and thereby contribute to the development of obesity and the risk to develop the metabolic syndrome.^2, 3^ Albeit the molecular details and the temporal order of events are still under investigation, an inability of adipose tissue to store excessive calories as triglycerides results in spillover of lipids into other organs, foremost the liver, as well as local and systemic inflammation. This sets off a cascade of metabolic alterations, resulting in systemic insulin resistance, dyslipidemia and the development of the metabolic syndrome. White adipose tissue is comprised of anatomically distinct depots, with different cardiometabolic risk associations.^4^ In general accumulation of subcutaneous adipose tissues harbors little to no risk towards the development of metabolic complications, whereas increased visceral adipose tissue predisposes to the development of the metabolic syndrome.^4^ The reasons for these different risk associations result from differences in the way excessive calories are stored, hyperplasia vs hypertrophy,^5^ developmental origin,^6^ glucose and lipid metabolism,^7^ and vascularization.^8^ All these factors contribute to an increased inflammatory state and increased lipid spillover from visceral adipose depots into other organs. Moreover, differences in adipokine secretion from different depots directly impact on food intake, glucose homeostasis and other metabolic functions.^9^ Importantly, obesity-associated hepatosteatosis is the first step towards hepatic insulin resistance and NAFLD, posing significant health risks.^10^

Thus, multiple invasive and non-invasive therapeutic strategies exist to treat obesity.^1, 11, 12^ They all have in common that already moderate weight loss of ~10% significantly improves metabolic health.^13^ Bariatric surgery is the most efficient approach to reduce body mass, with a long-term reduction of >50% of pre-operative body mass.^11, 14^ Concurrently co-morbidities such as type 2 diabetes, hypertension and dyslipidemia are mitigated by bariatric surgery.^15^ However, surgical-based weight loss bares the risk of post-operative adverse effects, such as dumping syndrome, consequent malabsorption and impaired nutritional status, bowel injuries and ulcera,^16, 17^ limiting the access to these procedures for many patients.

Conversely, dieting is a much more popular, yet less effective way to lose weight, especially in overweight to moderately obese subjects.^12, 18^ Unfortunately, the vast majority of people regain most of their lost weight within 1–5 years post dieting and in many cases exceed their pre-diet body mass.^19, 20, 21^ Multiple components determine post dieting body weight regain, such as a reduction in resting energy expenditure^22, 23^ and increased hunger,^24^ through reprogramming of orexigenic pathways.^25, 26, 27^ The metabolic consequences of body weight regain are much less understood and several clinical studies have revealed somewhat contradicting results. However, multiple studies showed that already a regain of >2% of the pre-dieting weight reverses most of the metabolically beneficial effects of weight loss. This indicates that some sort of memory of past obesity remains, predisposing the body to metabolic alterations upon weight regain.^28^ Indeed, Zamarron *et al.*^29^ recently reported that voluntary weight loss in obese C57Bl/6 mice resulted in persistent adipose tissue fibrosis and increased macrophage infiltration in perigonadal adipose tissue up to six months after diet intervention, further suggesting a tissue intrinsic memory of past obesity.

In this context, we describe the specific molecular alterations inherited from a history of obesity, to characterize underlying predispositions of formerly obese subjects to the development of the metabolic syndrome upon recurrent weight gain. We show that a history of obesity does not facilitate hyperphagia within 48 h of high-fat diet (HFD)- refeeding, but leaves an inflammatory imprint in liver and perigonadal fat, despite normalization of most metabolic parameters.

## Materials and methods

### Animals

Six-week-old male C57BL/6J mice (Charles River) were imported in our animal facility at constant ambient temperature and humidity with a 12 h light–dark cycle. After 2 weeks of acclimatization, mice were randomly assigned to HFD (obese, *n*=47) or the control diet (lean, *n*=23) groups. Mice of the HFD group received a high-fat high-sucrose diet (Research Diets D12331, 58% kcal from fat) for 20 weeks, while mice of the lean group were given the low-fat control diet (LFD; Research Diets D12329, 10.5% kcal from fat). After 20 weeks of feeding, a group of HFD-fed mice was switched to LFD (formerly obese, *n*=23). A cohort of 35-week-old formerly obese and lean mice were (re-) introduced to HFD *ad libitum* for 48 h (formerly obese-HFD and lean-HFD, *n*=12). Sample sizes were calculated based on expected effect sizes and variance. All animal experiments were approved by the German Animal Welfare Authorities.

### Metabolic measurements

Plasma and liver triglycerides, cholesterol and non-esterified free fatty acids were determined via the LabAssay kits (WAKO Chemicals, Osaka, Japan). Plasma insulin and leptin were measured using the Ultrasensitive insulin and leptin ELISA kits (ALPCO Diagnostics, Salem, MA, USA), adiponectin was measured via ELISA (Merck Millipore, Billerica, MA, USA).

### NMR-analysis

Body composition was assessed by nuclear magnetic resonance measurements (EchoMRI LLC, Houston, TX, USA).

### Glucose tolerance test

Mice were fasted for 6 h during the light phase and basal glucose levels (0 min) were determined, using a FreeStyle Freedom Lite Glucometer (Abbot, Wiesbaden, Germany). Thereafter, 2 g per kg body weight glucose was injected intraperitoneally and blood glucose was assessed at 15, 30, 60 and 120 min.

### Cytochrome C oxidase (COX) activity

BAT (30 mg) was homogenized in tissue buffer with a Potter-type homogenizer and sonicated with several short bursts, as previously described.^30^ COX activity was determined from 120 μg homogenized BAT at 37 °C by recording the oxygen consumption with an Oxygraph O2K (Oroboros Instruments, Innsbruck, Austria) as described.^30^ O_2_ consumption values are given as pmol/(s*mg BAT tissue).

### Histology

Tissues were fixed in 4% paraformaldehyde (Carl Roth, Karlsruhe, Germany) at room temperature for 24 h, dehydrated and embedded in paraffin (Leica, Wetzlar, Germany). Sections at 4 μm were prepared using a microtome (Leica). Adipocyte size distribution was determined from H&E-stained sections of scWAT and gWAT. Pictures from three different areas per tissue were taken (AxioCam MRC, × 200 magnifications). Adipocyte cell size was determined by measuring 20–25 randomly picked adipocytes per area of the respective adipose tissue using AxioVision Rel.4.8. Number of crown-like structures were counted and normalized per total number of counted adipocytes (*n*=4–5).

Masson’s trichrome staining was performed on paraffin-embedded tissue sections (*n*=5–8), using the Trichrome stain (Masson)-Kit (HT15) (Sigma-Aldrich, Darmstadt, Germany).

Fibrosis (0=no fibrosis, 6=cirrhosis) and steatosis grading (1=<5% of liver cells involved, 4=>66% liver cells involved) were performed according to standard guidelines.^31, 32^ The histological score was calculated by summing up the assessed fibrosis score and steatosis score. All histological assessments were performed double-blinded.

### RNA analysis

RNA was extracted using an RNeasy Kit (Qiagen, Venlo, Netherlands), according to the manufacturer’s instruction. RNA (1 μg) was reverse transcribed to cDNA using the QuantiTect Reverse Transcription Kit (Qiagen) according to the manufacturer’s protocol. qPCR was performed using SYBR green (Life Technologies, Darmstadt, Germany) on a ViiA 7 Real-Time PCR System (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA, USA). Primer sequences are enlisted in Supplementary Table 14. Differential expression is calculated as ΔΔct.^33^ RNA integrity was determined using the Agilent RNA6000 Pico kit in the Agilent 2100 Bioanalyzer, according to the manufacturer’s instructions. RNA with a RIN >7 was used for microarray analysis. Total RNA (30 ng) was amplified (Ovation PicoSL WTA System V2) in combination with the Encore Biotin Module (Nugen, San Carlos, CA, USA). Amplified cDNA was hybridized on Affymetrix Mouse Gene 2.0 ST arrays. Staining and scanning (GeneChip Scanner 3000 7G) was done according to the Affymetrix expression protocol including minor modifications as suggested in the Encore Biotin protocol.

### Statistical analysis

Data are presented as mean±standard error of the means (s.e.m.), unless stated differently in the figure legend. Data were tested for normality via D’Agostino & Pearson omnibus, Shapiro–Wilk and KS normality test. For Gaussian distributed data, statistical significance was determined by unpaired two-sided Student’s *t*-test or, for multiple comparisons, using one- or two-way ANOVA, followed by Tukey’s test. For nonparametric data, significance was determined via Kruskall–Wallis test followed by Dunn’s Multiple Comparison’s Test. Liver grading was tested by X^2^-test. Differences reached statistical significance with *P*<0.05. For the gene array analysis, the Expression Console (v.1.4.1.46, Affymetrix) was used for quality control and to obtain annotated normalized RNA gene-level data (standard settings including median polish and sketch-quantile normalization). Genewise testing for differential expression was done employing the limma *t*-test and Benjamini–Hochberg multiple testing correction (false discovery rate (FDR) <10%). Sets of regulated genes were defined by *P*<0.01 (limma *t*-test) or FDR<10% (Benjamini–Hochberg) and further filtered for FC (>1.2 × for liver and >1.3 × for gWAT) and average expression in at least one group of the data set (>8 for liver and >16 for gWAT). Heatmaps were generated with the R script pheatmap. In case of several probe sets for the same gene, only the one with the highest ratio is shown. The pathway analyses were generated through the use of QIAGEN’s Ingenuity Pathway Analysis (Qiagen). The Fisher’s Exact Test was used to define sets of enriched canonical pathways (*P*<0.05) or biological functions (*P*<0.01). Statistical analyses were performed by utilizing the statistical programming environment R,^34^ implemented in CARMAweb (CARMAweb version 1.5.18—uses R version 2.11.0 together with Bioconductor version 2.6),^35^ GraphPad Prism 6 and SPSS Version 22.

## Results

### Weight loss reverses diet-induced obesity phenotype

To investigate molecular alterations caused by a history of obesity, we studied age-matched obese, formerly obese and lean mice. To this end, 8-week-old, male C57BL/6J mice were fed a high-fat high-sucrose diet (HFD) for 20 weeks. After 20 weeks of feeding, HFD-fed mice gained significantly more weight than mice fed a control diet (32.75 g±0.74 g vs 47.84 g±1.57 g, *P*<0.0001). The *ad libitum* switch from HFD to low-fat diet (LFD) induced a significant weight reduction, already within 1 week after the switch (47.62 g ±1.12 g vs 43.33 g±1.19 g, *P*<0.05). Weight loss continued in these formerly obese mice during the following 5 weeks, while mice on HFD continuously gained weight (Figure 1a). After 27 weeks on the experimental diet, the body weight of formerly obese mice was not statistically different from lean control mice (37.82 g ±1.26 g vs 34.84 g±0.89 g) (Figure 1a).

Weight loss in formerly obese mice was accompanied by reduced caloric intake (Supplementary Figure 1A), but no differences in browning of scWAT (Supplementary Figure 1B) compared to obese mice, or expression of UCP-1, Pgc1α (Supplementary Figure 1C) and oxygen consumption in BAT (Supplementary Figure 1D).

Consistent with the normalization of body mass, total lean and fat mass were reduced in formerly obese mice, and were not different to those of lean mice (Figure 1b).

After 27 weeks on the experimental diets, HFD-fed obese mice had impaired glucose tolerance, which was not observed in formerly obese and lean mice (Figures 1c and d). Furthermore, the switch to LFD induced a significant reversion of circulating levels of triglycerides, cholesterol, non-esterified free fatty acids, leptin, adiponectin and insulin (Supplementary Table 1).

### Depot-specific adipose tissue alterations after weight loss

Previous studies reported conflicting effects of weight loss on adipose tissue depots.^29, 36^ As expected, weight loss reduced the mass of both subcutaneous (scWAT) and perigonadal (gWAT) white adipose tissue to the level of lean mice (Figure 2a). Adipocyte size in both depots was increased upon prolonged HFD feeding compared to lean control mice. However, weight loss in formerly obese mice resulted in reduced adipocyte size in subcutaneous but not visceral depots after 7 weeks of diet change (Figure 2b). Quantification of crown-like structures, indicative of macrophage infiltration and inflammation,^37^ in sections of scWAT and gWAT revealed a perigonadal-specific increase in crown-like structure in obese mice, which was not reduced in tissue sections from formerly obese mice (*P*<0.05) (Figures 2c and d, e). Analysis of different markers for macrophages (Figure 2d) and inflammation (Supplementary Figure 2) showed an increase in *F4/80*, *Cd11b*, *Cd11c*, *Cd68* as well as proinflammatory cytokines *Il6* and *Tnf* in both adipose tissue depots of obese mice, which was largely reversed in formerly obese mice. Expression of *Cd11b* and the M2 macrophage marker *Cd301* were increased in formerly obese compared to lean mice in scWAT. Based on qPCR analysis, leptin mRNA levels were augmented in scWAT, but not in gWAT of obese mice and reduced in formerly obese mice. In contrast, adiponectin mRNA levels were reduced by obesity in gWAT, but not scWAT and not completely reversed by the diet switch, when comparing formerly obese vs lean mice (Supplementary Figure 2).

To further investigate the molecular alterations in the gWAT, we performed transcriptional profiling of the perigonadal adipose tissue of formerly obese, obese and lean mice, at the age of 35 weeks. In direct comparison between formerly obese and lean mice, we identified 309 differentially expressed genes (FC>1.3, *P*<0.01, Av>16), of which 234 were up-and 75 were downregulated in gWAT of formerly obese mice (Figure 3a and Supplementary Table 2). Among the top-regulated canonical pathways, we identified immunity- and inflammation-associated pathways such as ‘granulocyte adhesion and diapedesis’ pathways to be enriched (*P*<0.0001) (Figure 3b and Supplementary Table 3). A more stringent analysis of formerly obese vs lean mice (FC>1.3 ×, FDR<10%) narrowed down the number of regulated genes to six, which were associated with immune function (*Vcam1, Lyz1, H2-q5*), cellularity (*Fbn1*) and body weight regulation (*Nmb*) or have not been described before (*Gm26523*) (Figure 3c and Supplementary Table 2). Four of these identified candidate genes were also significantly regulated in the same direction when comparing obese and lean mice (*Gm26523*, *H2-q5*, *Vcam1* and *Lyz1*) (Figure 3c and Supplementary Tables 2 and 4).

Thus, weight loss and normalization of total fat mass only partially and depot-specifically restored adipocyte hypertrophy and obesity-associated inflammation. The persisting perigonadal hypertrophy was further paralleled by a differential regulation of genes, which were associated to immune function, cellularity and body weight regulation.

### *Ad libitum* weight loss partly reverses obesity-associated hepatic steatosis

Prolonged HFD feeding and adipocyte dysfunction results in hepatic steatosis, as the first step towards NAFLD. To assess the grade of fatty liver disease, we first determined liver weight and hepatic triglyceride content in the livers of lean, obese and formerly obese mice, at the age of 35 weeks (Figures 4a and b). HFD feeding significantly increased liver weight and triglycerides content when compared to lean mice, which was completely reversed in formerly obese mice (Figures 4a and b). Hepatic steatosis is often accompanied by inflammation and fibrotic lesions, eventually progressing towards NAFLD. We determined the grade of fibrosis and the overall histology score using Masson’s trichrome-stained liver sections, according to standard guidelines,^31^ and detected slight portal to portal- and pericellular fibrosis in formerly obese mice, which was more comparable to those of obese, than lean mice (Figures 4c and d).

Real-time PCR confirmed increased expression of the proinflammatory cytokine *Il1ß* in the livers of formerly obese vs lean mice (*P*<0.05) (Figure 4e). In contrast, expression of genes involved in fatty acid uptake and *de novo* lipogenesis were only reduced in obese mice, whereas *Srebp2* and low-density lipoprotein receptor (*Ldlr*) were persistently downregulated in the livers of obese and formerly obese mice, when compared to lean mice (Figure 4e).

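On arrays of liver RNA from the same 3 groups, *Fasn*, which encodes fatty acid synthase, had a linear signal of 751 ± 236 (SD, 6 mice) in obese, 1161 ± 182 in lean and 1431 ± 265 in formerly obese mice. *Fasn* was lower in obese vs lean livers, with a log2 fold change of -0.68 (SE 0.210, limma *P*=0.00602, exact permutation *P*=0.00866). *Scd1*, a fatty acid desaturase, averaged 3255 ± 183 in obese, 3591 ± 187 in lean and 3748 ± 163 in formerly obese mice. The transcription factor *Srebf1* averaged 148 ± 28.2, 196 ± 71.2 and 215 ± 46.6 in the same order, and *Srebf2* (*Srebp2* in the paper) 70.3 ± 9.42, 51.3 ± 10.2 and 63.0 ± 6.19.

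The log2 difference of *Scd1* between obese and lean mice was -0.14 (SE 0.0722, limma *P*=0.0699, exact permutation *P*=0.013), and that of *Srebf1* was -0.34 (SE 0.216, exact permutation *P*=0.186). Between formerly obese and lean mice, *Scd1* differed by 0.06 (SE 0.0672, exact permutation *P*=0.154) and *Srebf1* by 0.19 (SE 0.214, exact permutation *P*=0.452), and neither passed. *Fasn* lay higher by 0.30 in formerly obese vs lean livers (SE 0.137, limma *P*=0.0497, exact permutation *P*=0.0671). Its limma *P* was above 0.05 without formerly obese replicate 2, 3, 5 or 6, or lean replicate 1, 2, 3 or 6, and at most 0.119. When formerly obese were compared with obese livers, *Fasn* was higher by 0.98 (SE 0.215, exact permutation *P*=0.00216), *Srebf1* by 0.53 (SE 0.153, exact permutation *P*=0.00433) and *Scd1* by 0.20 (SE 0.0683, limma *P*=0.0102, exact permutation *P*=0.00433).

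*Srebf2*, which drives the genes of cholesterol synthesis and uptake, was higher in obese vs lean livers by 0.47 (SE 0.152, limma *P*=0.00845, exact permutation *P*=0.00649). In formerly obese vs lean livers *Srebf2* was higher by 0.32 (SE 0.143, limma *P*=0.0441, exact permutation *P*=0.0195), and 6 of 6 formerly obese mice lay above the lean mean. The lowest lean liver, replicate 3, carried part of this difference: without it *Srebf2* differed by 0.18 in formerly obese and by 0.34 in obese livers, with a limma *P* of 0.0622 and 0.008. The formerly obese comparison also lost a limma *P* under 0.05 without formerly obese replicate 1, 2, 4, 5 or 6 or lean replicate 4 or 5, with a highest value of 0.0839. Over all probe sets the smallest adjusted *P* of these genes was 0.146.

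**Figure D1:**
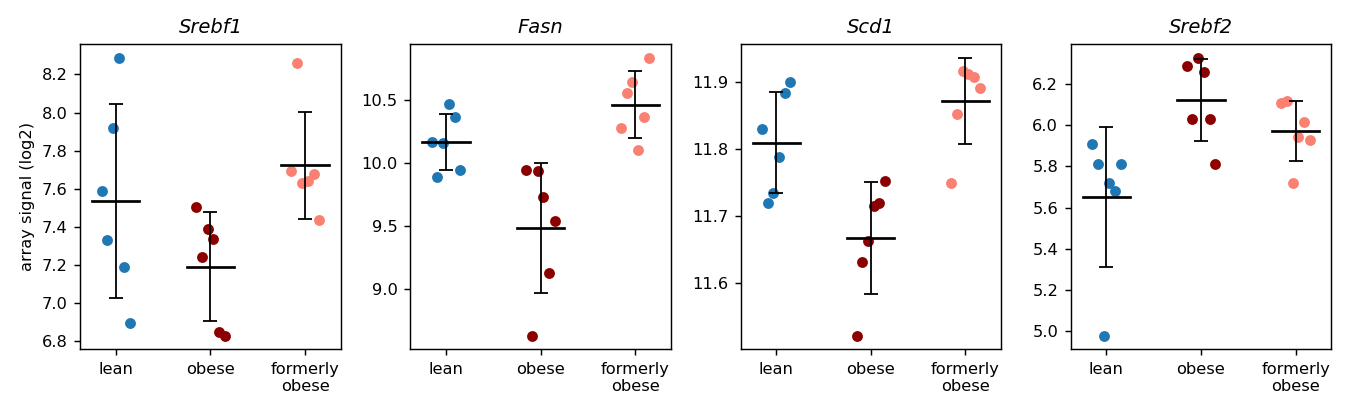
Log2 array signal of *Srebf1*, *Fasn*, *Scd1* and *Srebf2* in lean, obese and formerly obese livers (1 point per mouse, 6 per group; line, mean; bars, SD). *Fasn* averaged 751 in obese and 1161 in lean mice on the linear scale, and for *Srebf2* 1 lean mouse, replicate 3, lies apart from the others.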

Gene expression profiling in livers of lean and formerly obese mice further identified 322 differentially regulated genes, of which 199 were significantly up- and 123 downregulated (FC>1.2, *P*< 0.01) (Figure 5a and Supplementary Table 6). Moreover, Ingenuity Pathway Analysis software identified ‘inflammatory response’ to be the top-associated ‘disease and bio-function’ pathway (*P*<0.01—*P*<10^−5^) (Figure 5b and Supplementary Table 7). Furthermore, we identified LPS, TNF, LDL, IL6 and IFNγ as predicted ‘activated upstream regulators’ of the 322 differentially regulated hepatic genes (Figure 5c and Supplementary Table 8). 

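RNA of 30 livers was hybridised to Affymetrix Mouse Gene ST arrays, with 6 mice in each of 5 groups: lean, obese and formerly obese mice, and lean and formerly obese mice that were refed with HFD for 48 h. All were 35 weeks old. Formerly obese mice had received HFD for 20 weeks and control diet for 7 weeks, and obese mice HFD for 27 weeks. The authors normalised the arrays by RMA, and the values are log2 signals between 1.24 and 13.66 for 41345 probe sets. Of these, 23521 carry a single gene symbol (22180 genes), 1814 carry several and 16010 none; the genome build is not given in the sources used here. The linear group averages equal those of Supplementary Table 6 to within 0.03% for all of its 322 probe sets.

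Each pair of groups was compared with limma on its own 12 livers, since the paper's text does not name the arrays that entered each fit. The criteria were those of the paper for liver: *P* under 0.01, a fold change above 1.2 between linear averages, and an average above 8 in at least 1 group. A false discovery rate (FDR) of 10% over all probe sets was reported separately. In data simulated on the spread of the lean and formerly obese livers, the criteria found 76.1% of the 67 probe sets changed by 1.5-fold. They also called 319 unchanged probe sets, and other groupings of the real livers gave up to 520 calls. The changed probe sets were drawn only from those with a mean signal above 16 on the linear scale, with noise drawn independently for each. The share is thus not that of all probe sets past the average and need not hold for genes near 8. The number of arrays limits the precision.

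For functions and cell types, 38 gene lists (14 of cell types, 24 of pathways) were written before the array values were examined, but once the largest fold changes of the paper's supplementary tables, computed on these livers, had been read, so the lists are not independent of the data. A list's score in a mouse is the mean over its genes of the log2 signal minus the gene's mean over the 30 livers. Group means of the score were compared by a two-sided exact permutation test over 924 arrangements of the mice, for which the smallest *P* is 0.00216, and adjusted over 39 lists, the last holding the probe sets of small RNAs. limma's camera, with a preset correlation of 0.01 between genes, set each list against all other genes.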

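*Timd4*, a receptor by which Kupffer cells take up dying cells, averaged 79.4 ± 33.7 (SD, 6 mice) in formerly obese and 44.1 ± 9.08 in lean livers, a fold change of 1.80. *Oas1g*, an interferon-induced antiviral enzyme, averaged 17.2 ± 7.13 vs 9.22 ± 1.22, and *Ifi205*, an interferon-induced DNA sensor, 20.1 ± 4.68 vs 11.3 ± 2.45. *C1qb*, a chain of complement C1q made by macrophages, rose from 87.0 ± 15.4 to 136 ± 34.4, and *Serpine2*, a secreted protease inhibitor, from 25.2 ± 9.83 to 46.7 ± 18.9. *Acpp*, an acid phosphatase, fell from 55.4 ± 13.8 to 33.3 ± 9.62.

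The log2 fold change of *Ifi205* was 0.84 (SE 0.173, limma *P*=0.000317, exact permutation *P*=0.00216). That of *Zbtb16*, a transcriptional repressor, was 0.75 (SE 0.144, limma *P*=0.000171, exact permutation *P*=0.00216). *Oas1g* rose by 0.81 (SE 0.223, limma *P*=0.00294, exact permutation *P*=0.00433) and *Timd4* by 0.78 (SE 0.228, limma *P*=0.00437, exact permutation *P*=0.0108). The values of *C1qb* were 0.63 and SE 0.170 (limma *P*=0.00273, exact permutation *P*=0.00649), and those of *Serpine2* 0.88 and SE 0.273 (limma *P*=0.00671, exact permutation *P*=0.0173). *Ctla2b*, a protease inhibitor of lymphocytes, and *Tmem47*, a junction protein, rose 1.72-fold and 1.54-fold. On the other side, *Acpp* fell by 0.75 (SE 0.195, limma *P*=0.00203, exact permutation *P*=0.0108) and the WNT inhibitor *Wif1* to 0.714 of the lean average. The small nuclear RNAs *Scarna10* and *Scarna2* fell to 0.585 and 0.665 of the lean average. In each of the genes named so far, all 6 formerly obese mice lay on the same side of the lean mean.

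In all, 374 probe sets passed the criteria, 229 higher and 145 lower in formerly obese livers, of which 175 carry a single gene symbol and 82 are unnamed probe sets numbered below the first annotated one. Of 41345 probe sets, 2428 had an unadjusted limma *P* under 0.05, where 2067 are due by chance, and 0 passed an FDR of 10% (smallest adjusted *P*=0.198). Without formerly obese replicate 5 or lean replicate 1, 1 probe set passed it. In a fit of all 30 livers, *Oas1g* (limma *P* of 0.0759), *Serpine2*, *Cib3* and *Zbtb16* lost the criteria. Of the genes in Figure 5a, *Marco*, a scavenger receptor of Kupffer cells, lay higher by 0.96 (SE 0.344, limma *P*=0.0154, exact permutation *P*=0.0173) and did not pass the criteria. *Myc* lay at 0.567 of the lean average (limma *P*=0.0108, exact permutation *P*=0.0238), and *Phxr1*, *Elovl3* and *Rpph1*, with limma *P* from 0.0108 to 0.0139, did not pass either.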

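Genes induced by interferon lay higher in formerly obese vs lean livers by 0.19 on the log2 scale (35 genes, SE 0.0882, 6 mice per group, exact permutation *P*=0.0519), with 6 of 6 formerly obese mice above the lean mean. Targets of TNF and NF-κB lay higher by 0.12 (29 genes, SE 0.0551, exact permutation *P*=0.0519), and genes of the toll-like receptors and the LPS response by 0.12 (20 genes, SE 0.045, exact permutation *P*=0.0195). Acute phase genes and targets of IL6 and STAT3, which hepatocytes express in systemic inflammation, differed by 0.02 (24 genes, SE 0.0803, exact permutation *P*=0.805). After adjustment over the lists, the first 3 had an adjusted *P*=0.281 and the acute phase genes an adjusted *P*=0.884, so none passed.

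Among the interferon-stimulated genes, *Oas1g* and *Cmpk2* rose past the criteria. *Cmpk2*, a mitochondrial nucleotide kinase, had a log2 fold change of 0.38 (SE 0.124, limma *P*=0.00853, exact permutation *P*=0.013). By limma 5 of these genes had an unadjusted *P* under 0.05, and 0 passed the FDR over all probe sets or adjusted over the list alone. Of the TNF and NF-κB targets, *Rel*, a subunit of NF-κB, rose by 0.42 (SE 0.103, limma *P*=0.00124, exact permutation *P*=0.00433). *Rel* was the 1 gene of that list that passed when adjusted over the list alone, 0 passed over all probe sets and 3 had an unadjusted limma *P* under 0.05. None of the measured toll-like receptor or acute phase genes passed the criteria or the FDR, over all probe sets or over the list alone. In each list 0 measured genes had an unadjusted limma *P* under 0.05. *Irak4* belongs to the toll-like receptor list but was not matched there, so it was not counted. Among the paper's targets of LPS, where it was matched, *Irak4* rose by 0.28 (SE 0.0738, limma *P*=0.00234). *Saa3*, an acute phase protein, lay higher by 0.51 (SE 0.322, exact permutation *P*=0.188).

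Genes of the inflammasome and the IL1 pathway lay higher by 0.06 (16 genes, SE 0.0481, exact permutation *P*=0.223), and 0 of those measured had an unadjusted limma *P* under 0.05 or passed adjusted over the list alone. *Irak4*, which rose by 0.28 (SE 0.0738), belongs to this list too but was not matched there, so it was not counted. Genes of the phagocyte oxidase and the lysosome lay higher by 0.15 (16 genes, SE 0.0689, exact permutation *P*=0.0498). *Cyba*, a subunit of the oxidase, rose by 0.60 (SE 0.195, limma *P*=0.00893, exact permutation *P*=0.026), and 0 of these genes passed adjusted over the list alone (2 at an unadjusted limma *P* under 0.05). In the list of MHC class II antigen presentation, which lay higher by 0.12 (12 genes, SE 0.0914, exact permutation *P*=0.212), the lysosomal reductase *Ifi30* rose by 0.47 (SE 0.112, limma *P*=0.00101, exact permutation *P*=0.00433) and was the 1 gene that passed adjusted over the list alone. Genes of MHC class I lay higher by 0.06 (14 genes, SE 0.0358, exact permutation *P*=0.119), with 0 of those measured past the FDR adjusted over the list alone and 1 at an unadjusted limma *P* under 0.05. *H2-T22* belongs to this list too, but its probe set also carries the symbol *H2-T9*, so it was not counted. That probe set rose by 0.41 (SE 0.131) and passed the criteria.

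Against all other genes, camera gave the interferon-stimulated genes an adjusted *P*=3.88e-07 (adjusted *P*=0.291 with an estimated correlation), the TNF and NF-κB targets an adjusted *P*=0.00158 (adjusted *P*=0.291 with an estimated correlation) and the toll-like receptor genes an adjusted *P*=0.00554 (adjusted *P*=0.148 with an estimated correlation). For the phagocyte genes these values were adjusted *P*=0.00395 and, with an estimated correlation, adjusted *P*=0.353, and for the MHC class II genes adjusted *P*=0.0714 and adjusted *P*=0.457. The acute phase genes did not pass camera (adjusted *P*=0.709). Of all 39 lists, 0 passed the exact permutation test after adjustment (5 at an unadjusted *P* under 0.05), 14 passed camera at the preset correlation, 0 with an estimated one (5 at an unadjusted *P* under 0.05), and limma's fry gave 0 that moved to 1 side (5 at an unadjusted *P* under 0.05) and 4 with changes to either side. By Fisher's exact test, 2 of 38 lists held more genes past the criteria than their size predicts.

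**Figure D2:**
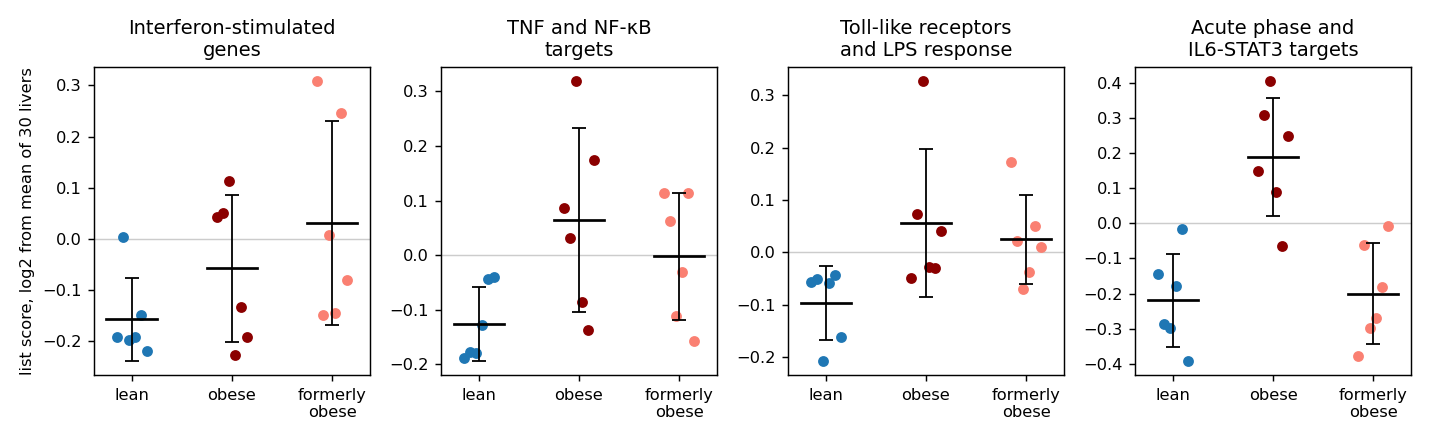
Score of 4 gene lists in lean, obese and formerly obese livers, in log2 units from the mean of 30 livers (1 point per mouse, 6 per group; line, mean; bars, SD). All 6 formerly obese mice lie above the lean mean for the interferon-stimulated genes and the toll-like receptor genes; the acute phase genes differ between formerly obese and lean mice by 0.02.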

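*Msr1*, a scavenger receptor of macrophages, is among the listed targets of all 5 regulators and rose in formerly obese vs lean livers by 0.57 on the log2 scale (SE 0.141, limma *P*=0.00144, exact permutation *P*=0.00433). *Hmox1*, which degrades haem, rose by 0.47 (SE 0.145) and is also a target of all 5. The remaining 2 targets shared by all 5, *Cybb*, a subunit of the phagocyte oxidase, and the chemokine gene *Ccl5*, lay higher but did not pass the criteria. *Adam17*, the protease that releases TNF, rose by 0.37 (SE 0.0771) and *Plaur*, the receptor of urokinase, by 0.42 (SE 0.115). *Igsf6*, a receptor of myeloid cells, rose by 0.55 (SE 0.143), and *Trex1*, a nuclease that limits the interferon response, by 0.45 (SE 0.111).

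Of the targets that Supplementary Table 8 lists for LPS, 30 of 35 could be matched to a probe set by symbol, and 27 were higher and 3 lower in formerly obese livers (21 higher and 2 lower past the criteria). For TNF, 21 of the 26 matched targets were higher, 15 of them past the criteria, and 5 were lower, among them the surface protein *Tm4sf1* at -0.47 (SE 0.143). For LDL, 7 of 7 matched targets were higher, for IL6 9 of 10 and for IFNγ 16 of 17. *Myc*, which drives cell growth, was the lower target of IL6 and IFNγ, and *Phldb2* and *Prkaca* were lower among those of LPS. The median log2 difference of the targets lay between 0.42 for TNF and 0.52 for LDL. Of the matched targets, 7 for LPS, 5 for TNF, 4 for LDL, 5 for IL6 and 6 for IFNγ are also in the list of Kupffer cell and macrophage genes.

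These targets were taken by the authors from the genes that passed their criteria on the same livers, so their differences are not independent evidence. The activation scores of the regulators rest on the Ingenuity knowledge base, which was not used here. The paper states that the 5 regulators are predicted to be activated, by the Ingenuity software.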

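*Cib3*, which encodes a calcium-binding protein, was higher by 0.76 on the log2 scale in formerly obese (SE 0.252) and by 1.23 in obese livers (SE 0.314), both against the same 6 lean livers. *Eda*, a ligand of the TNF family, was higher by 0.59 (SE 0.112) and 0.71 (SE 0.193), and *Cryab*, a small heat shock protein, by 0.50 (SE 0.105) and 0.62 (SE 0.158). *Acpp* was at -0.75 in formerly obese and at -1.15 in obese livers (SE 0.229 in the latter), and the circadian repressor *Bhlhe41* at -0.44 (SE 0.111) and -0.47 (SE 0.109). *Gm4952* and *Rnf135*, a ubiquitin ligase, were lower in formerly obese and higher in obese livers, by -0.34 (SE 0.0991) and 0.31 (SE 0.0837) for *Rnf135*.

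In all, 49 probe sets passed the criteria in both comparisons, 24 higher in both, 23 lower in both and 2 in opposite directions. Independent comparisons of this size would share 6.30 with the same direction among the 25426 probe sets that could pass in both. Both comparisons use the same lean livers, which alone makes their differences alike. Simulated groups without any change that shared the lean livers gave 34.8 on average and up to 159 in 100 simulations, against the 47 found, and their fold changes correlated across probe sets with *r* of 0.503 on average, against 0.484 here. With the lean livers divided 3 and 3 between the comparisons, which also lowers the power, 20 divisions gave 7.15 shared probe sets on average (4 to 12), against 5.62 for independent comparisons.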

We further identified 45 genes, which were significantly regulated under obese and formerly obese conditions compared to lean mice (Figure 5d and Supplementary Table 9). These include proinflammatory cytokine *CCL5* and *Il2r*.

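*Ccl5*, a chemokine that attracts T cells, averaged 104 ± 24.6 (SD, 6 mice) in formerly obese and 74.8 ± 11.7 in lean livers. It was higher in obese vs lean livers by 0.69 on the log2 scale (SE 0.182, limma *P*=0.00218, exact permutation *P*=0.00866), a fold change of 1.65. In formerly obese vs lean livers *Ccl5* lay higher by 0.46 (SE 0.158, limma *P*=0.0115, exact permutation *P*=0.0195) and did not pass the criteria. The β chain of the IL2 receptor, *Il2rb*, averaged 10.4 ± 1.00 in formerly obese and 7.68 ± 1.28 in lean livers, close to the average of 8 that the criteria ask for. *Il2rb* rose by 0.45 (SE 0.115, limma *P*=0.00183, exact permutation *P*=0.00433), and the γ chain *Il2rg* rose from 21.5 ± 3.07 to 30.5 ± 6.52, by 0.49 (SE 0.142, limma *P*=0.00408, exact permutation *P*=0.00433). In a fit of all 30 livers *Il2rg* no longer passed (limma *P* of 0.0462). In obese vs lean livers *Il2rb* and *Il2rg* lay higher by 0.38 and 0.32 and did not pass the criteria. *Il2ra*, the α chain, differed by -0.13 in formerly obese livers (SE 0.110, exact permutation *P*=0.255) and by 0.00 in obese livers.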

Thus, histological scoring and qPCR analysis revealed increased inflammation and fibrosis and a downregulation of genes involved in the cholesterol synthesis pathway, associated with a history of obesity. Moreover, 322 hepatic genes were differentially regulated by a history of obesity and enriched for inflammatory genes.

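Of the genes of cholesterol synthesis and uptake on the arrays, *Pmvk*, a kinase of the mevalonate pathway, lay higher in formerly obese vs lean livers by 0.16 on the log2 scale (SE 0.119, 6 mice per group, exact permutation *P*=0.199). *Hmgcs1*, which makes the precursor of mevalonate, lay at -0.29 (SE 0.255), and the cholesterol carrier *Stard4* at -0.14 (SE 0.110, exact permutation *P*=0.223). Over 19 genes the list differed by 0.01 (SE 0.130, exact permutation *P*=0.939), with 11 genes higher and 8 lower. *Tgfb1*, which induces collagen synthesis, lay higher by 0.29 (SE 0.113, limma *P*=0.0219, exact permutation *P*=0.0216), and *Col6a3*, a collagen chain, by 0.27 (SE 0.119, exact permutation *P*=0.0519). Over 28 genes of collagen and extracellular matrix the list lay higher by 0.07 (SE 0.0408, exact permutation *P*=0.106, adjusted *P*=0.345), with 21 genes higher and 7 lower.

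By limma, 0 genes of the cholesterol list passed the criteria, the FDR over all probe sets or the FDR adjusted over the list alone, and 1, *Srebf2*, had an unadjusted *P* under 0.05. Among the measured genes of the collagen list these counts were 0, 0 and 0, with 2 genes at an unadjusted *P* under 0.05. *Serpine2*, which rose by 0.88 (SE 0.273) and passed the criteria, belongs to this list too. It was not matched there, so *Serpine2* was not counted. Against all other genes camera gave the collagen list an adjusted *P*=0.0329 (adjusted *P*=0.353 with an estimated correlation) and the cholesterol list an adjusted *P*=0.709.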

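Of 24 genes of Kupffer cells and other macrophages, 24 were higher in formerly obese vs lean livers, on average by 0.45 on the log2 scale (SE 0.128, 6 mice per group, exact permutation *P*=0.00866, adjusted *P*=0.281), and 6 of 6 formerly obese mice lay above the lean mean. *Fcgr1*, an activating receptor for antibodies, rose by 0.58 (SE 0.0952, limma *P*=3.9e-05, exact permutation *P*=0.00216), and *Vsig4*, a complement receptor of Kupffer cells, by 0.56 (SE 0.183). The lysosomal glycoprotein *Cd68* rose by 0.54 (SE 0.168), *Csf1r*, the receptor for the growth factor of macrophages, by 0.45 (SE 0.134) and the haemoglobin receptor *Cd163* by 0.42 (SE 0.128). *Adgre1*, the F4/80 antigen, and the folate receptor *Folr2* lay higher by 0.60 (SE 0.201) and 0.48 (SE 0.162) and did not pass the criteria. The list of genes that monocytes bring into the liver did not pass the test and differed by 0.06 (15 genes, SE 0.101, exact permutation *P*=0.576) and *Cx3cr1*, a chemokine receptor, by -0.40 (SE 0.168, exact permutation *P*=0.0563).

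In the macrophage list 9 of 24 genes passed the criteria, where 0.269 are due by chance (Fisher's exact test, adjusted *P*=9.5e-11), 0 passed the FDR over all probe sets and 19 passed adjusted over the list alone (16 at an unadjusted limma *P* under 0.05). Of these 24 genes 13 are in Supplementary Table 6, whose largest fold changes had been read when the list was written, and 4 are also in another list. Against all other genes camera gave the list an adjusted *P*=1.23e-23 (adjusted *P*=0.148 with an estimated correlation). For the list's direction, limma's fry gave an adjusted *P*=0.184.

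Genes of the cell cycle lay higher by 0.18 (31 genes, SE 0.0673, exact permutation *P*=0.026, adjusted *P*=0.281), and 6 of them passed the criteria, where 0.313 are due by chance (Fisher's exact test, adjusted *P*=1.05e-05). *Atad2*, a chromatin ATPase, rose by 0.50 (SE 0.102), the kinase *Cdk1* by 0.54 (SE 0.127), *Ezh2*, a histone methyltransferase, by 0.31 (SE 0.0808) and the ribonucleotide reductase *Rrm2* by 0.61 (SE 0.168), with exact permutation *P* values from 0.00216 to 0.0108. Adjusted over the list alone 6 passed, and camera gave the list an adjusted *P*=7.01e-07 (adjusted *P*=0.195 with an estimated correlation). *Cdh5*, the cadherin of endothelial cells, rose by 0.48 (SE 0.114) and the sinusoidal receptor *Gpr182* by 0.32 (SE 0.103). They were the 2 of 16 endothelial genes that passed the criteria and that passed adjusted over the list alone. That list lay higher by 0.15 (SE 0.0619, exact permutation *P*=0.0411), with a camera adjusted *P*=0.000306 (adjusted *P*=0.291 with an estimated correlation).

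**Figure D3:**
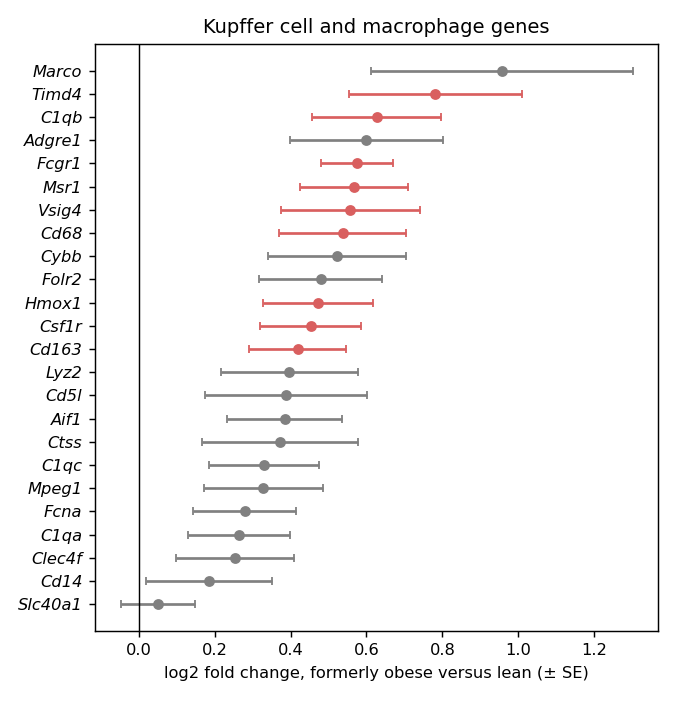
Log2 fold change of 24 genes of Kupffer cells and other macrophages, formerly obese vs lean (point, difference of means; bar, SE; 6 mice per group; red, past the criteria). All 24 points lie above 0, and 9 are red.

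The paper reports more inflammation and fibrosis by histological scoring and qPCR, and states that the genes regulated by a history of obesity are enriched for inflammatory ones.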

### Weight loss does not induce hyperphagia within 48 h of HFD re-feeding

Well-known characteristics of weight loss upon caloric restriction and re-exposure to HFD are hyperphagia and excessive weight gain.^27, 36^ Thus, cohorts of lean and formerly obese mice (*n*=12) were (re-) introduced to hypercaloric HFD feeding for 48 h, at 35 weeks of age. 

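Arrays of 6 refed lean and 6 refed formerly obese livers, taken after 48 h of HFD, belong to the same set as those of the other groups and were normalised with them. The refed mice are other animals than those killed on control diet, so no mouse was measured before and after refeeding. Refed formerly obese livers were compared with refed lean livers, and each refed group with the group of the same history on control diet, by limma on 12 livers per comparison. Whether the response to refeeding depended on the history was tested as an interaction in the 24 livers of these 4 groups.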

We did not observe a significant difference in cumulative energy intake or weight gain between formerly obese and lean mice during the 48 h of re-feeding (Figures 6a and b). Moreover, re-feeding did not induce any significant alteration in circulating levels of insulin, leptin, adiponectin, triglycerides, cholesterol or free fatty acids between formerly obese and lean mice (Figure 6c). In contrast, 48 h of HFD-feeding increased plasma cholesterol in lean mice to such an extent that we could not detect any differences to obese mice any more (lean-48 h 154.16±13.34 mg dl^−1^ vs obese 184.74±17.59 mg dl^−1^) (Figure 6c and Supplementary Table 1). We did not detect differences in transcription of *Srebp2* or *Ldlr* in the livers of lean and formerly obese mice, upon 48 h re-feeding of HFD (Supplementary Figure 3). 

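*Srebf2*, the gene of SREBP2, averaged 75.5 ± 10.2 (SD, 6 mice) in refed formerly obese livers and 65.2 ± 11.9 in refed lean livers on the arrays. The log2 difference of 0.22 (SE 0.136, limma *P*=0.129, exact permutation *P*=0.141) did not pass the test. After 48 h of HFD *Srebf2* was higher in formerly obese mice than on control diet by 0.25 (SE 0.106, limma *P*=0.0318, exact permutation *P*=0.0346). In lean mice it lay higher by 0.35 (SE 0.167, limma *P*=0.0537, exact permutation *P*=0.0628), and the lowest lean liver on control diet, replicate 3, is part of that difference. Over all probe sets none of these passed an FDR of 10% (adjusted *P*=0.932, 0.815 and 0.783).

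**Figure D4:**
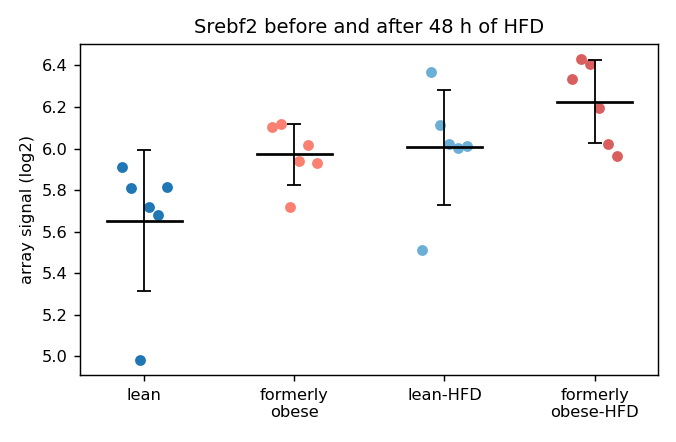
Log2 array signal of *Srebf2* in lean and formerly obese livers on control diet and after 48 h of HFD (1 point per mouse, 6 per group; line, mean; bars, SD). Refed formerly obese livers lie 0.22 above refed lean livers on average, and the groups overlap.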

In line with the absence of hyperphagia in formerly obese mice we did not detect any significant differences in the hypothalamic expression of the orexigenic neuronal marker Agouti-related peptide *Agrp* and anorexigenic marker Proopiomelanocortin *Pomc,* compared to lean mice (Figure 6d). Moreover, expression of the leptin receptor (*Lepr*) and *Foxo1*, both downstream targets of leptin, were not statistically different between formerly obese and lean control mice (Figure 6d). In addition to the effects on food intake, short-term HFD feeding causes hypothalamic inflammation.^38^ However, neither expression of *Il6* nor *Cd68* was significantly altered between lean and formerly obese mice (Figure 6d). Thus, former obesity did not increase hyperphagia, body weight rebound or markers of hypothalamic inflammation within 48 h of HFD feeding.

## Discussion

Changes in diet and exercise are the preferred method of weight loss for most people.^12, 18, 39, 40^ Yet, sustained weight loss following dietary interventions is rarely achieved and most subjects regain an even higher body weight than pre-dieting within 1 year.^19, 22^ More importantly, however, the beneficial metabolic effects of weight loss are rapidly diminished by regaining even only a fraction of the pre-dieting weight. This suggests a metabolic memory of past obesity that persists through weight loss and predisposes to the development of the metabolic syndrome upon weight regain.

Using a model of voluntary caloric restriction in diet-induced obese mice, we aimed to investigate the molecular alterations inherited from a history of obesity. In line with previous studies we show that weight loss, induced by an *ad libitum* switch to a LFD, normalizes many of the diet-induced obese phenotypes of male C57BL/6J mice, including a reduction of total body- and fat mass, glucose tolerance and circulating metabolic parameters, within 7 weeks after the change of diet. However, similar to a recent report,^29^ we find persistent perigonadal adipose tissue inflammation in formerly obese mice. Extending previous reports, we show that adipocyte hypertrophy persisted in perigonadal adipose tissue and provide a detailed transcriptional analysis of genes regulated in formerly obese vs lean mice. Moreover, we find that former obesity leaves a specific inflammatory imprint in the liver, associated with altered gene expression and increased fibrosis, whereas in contrast to other models of weight loss^25, 27^ we did not observe hyperphagia or signs of hypothalamic inflammation upon re-exposure to HFD for 48 h.

It is well established that visceral and subcutaneous adipose tissue exhibit a depot-specific response to weight gain,^8^ which is associated with individual metabolic risks.^4^ In principle, adipocyte size positively correlates with fat mass.^41^ However, cell size of subcutaneous adipocytes inversely correlates with insulin sensitivity and the rate of weight loss in formerly obese mice.^42, 43^ Increases in visceral adipocyte size is associated with increased local and systemic inflammation and insulin resistance.^44^

Leptin, preferentially expressed in subcutaneous adipose tissue,^45^ is central to the regulation of body weight and leptin resistance significantly contributes to excessive weight gain. In line with previous studies by Enriori *et al.*,^46^ the restoration of body and fat mass reversed obesity-related hyperleptinemia in formerly obese mice. However, both caloric restriction and bariatric surgery do not improve visceral adipose tissue inflammation within 1 year post-intervention in mice and obese patients.^29, 36^ Our data confirm and extend these previous observations as we find persistent inflammation, as evidenced by our transcriptome analysis as well as an increased number of crown-like structures in gWAT. Moreover, albeit overall perigonadal adipose tissue mass is reduced to the level of lean mice, individual adipocyte size remained enlarged and comparable to those of obese mice. This indicates that, as supported by our network analysis, weight loss results in the loss of perigonadal adipocytes, requiring extensive tissue remodeling. In contrast, reduction in subcutaneous adipose tissue mass seems to be largely driven by an overall reduction of stored triglycerides within individual adipocytes. This is also accompanied by an increased expression of the lipolysis-associated M2 macrophage marker *Cd301*.^47, 48^ To this end, it will be interesting to see if this loss of adipocytes is driven by adipocyte intrinsic mechanisms or through inflammatory cells such as macrophages and to what extent the genes identified to be regulated in perigonadal fat of formerly obese mice (*Vcam1*, *Nmb*, *lyz1*, *Gm26523*, *Fbn1* and *H2-q5*) contribute to this process.

As discussed above, previous studies described some persistent alterations in adipose tissue and impaired systemic insulin sensitivity upon weight loss.^13, 29, 36^ Most of these studies concluded that adipose tissue is the major driver of this systemic insulin resistance with little contribution of the liver.^29^ These conclusions were corroborated by studies in mice and men demonstrating a beneficial effect of weight loss on the outcome of NAFLD.^49, 50, 51^ However, these assessments were largely based on the reduction of liver triglycerides upon weight loss, suggesting a restoration of liver function. In addition to steatosis, prolonged HFD feeding also induces other hallmarks of NAFLD, such as inflammation, fibrosis or hepatocellular ballooning.^52^ Similar to previous studies,^53^ we find increased liver weights, triglyceride contents, accumulation of macrovesicular fat droplets, increased inflammatory marker expression and portal-to portal as well as pericellular, so-called ‘chicken-wire fibrosis’ in obese mice.

As expected, weight loss reduced liver triglyceride levels to that of lean control animals. However, the histology score remained comparable to obese mice. The differences between total liver triglyceride content and steatosis grading, from the histological slides, reflect differences in the regional lipid distribution of formerly obese mice, further underscoring the importance to use both methods in parallel. 

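On the arrays *Il1b*, the gene of interleukin-1β, averaged 17.4 ± 5.87 (SD, 6 mice) in formerly obese, 16.5 ± 2.11 in obese and 13.0 ± 4.56 in lean livers. It lay higher in formerly obese vs lean livers by 0.42 on the log2 scale (SE 0.257, 95% confidence interval -0.13 to 0.97, limma *P*=0.126, exact permutation *P*=0.169) and did not pass the test. Without formerly obese replicate 4 the difference was 0.57 (limma *P* of 0.0386) and without lean replicate 6 it was 0.56 (limma *P* of 0.0414). In obese vs lean livers *Il1b* lay higher by 0.40 (SE 0.198, limma *P*=0.0619, exact permutation *P*=0.102), by 0.55 without lean replicate 6 and by 0.47 without lean replicate 1, where the limma *P* was 0.00718 and 0.0414.

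*Tnf*, the gene of tumour necrosis factor, averaged 10.8 ± 1.89 in formerly obese and 10.4 ± 3.53 in lean livers, a log2 difference of 0.10 (SE 0.184, exact permutation *P*=0.621). With single livers left out this difference ranged from 0.02 (without lean replicate 2) to 0.26 (without lean replicate 4, limma *P* of 0.0693) and never passed. For *Il6*, the gene of interleukin-6, the difference was -0.07 (SE 0.114, exact permutation *P*=0.519). The signal of *Il6* lay at the 3.52th percentile of all probe sets, where a difference is hard to detect.

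**Figure D5:**
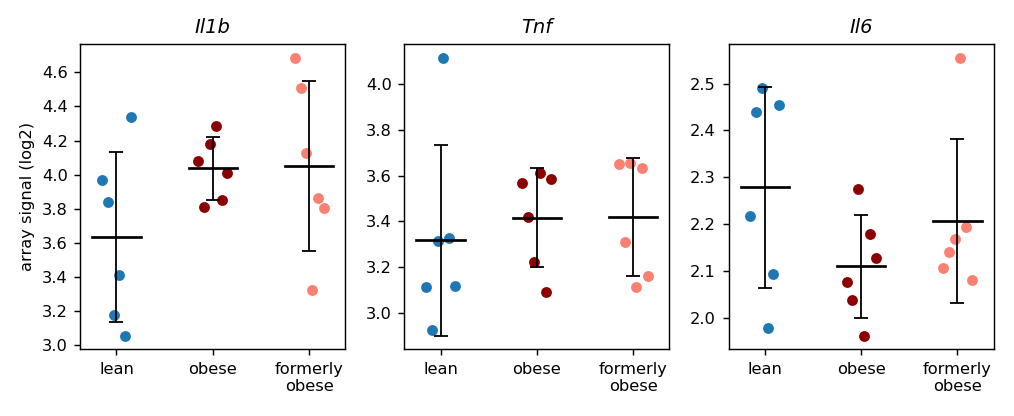
Log2 array signal of *Il1b*, *Tnf* and *Il6* in lean, obese and formerly obese livers (1 point per mouse, 6 per group; line, mean; bars, SD). The groups overlap for each gene; the log2 difference of *Il1b* between formerly obese and lean mice is 0.42.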

Enhanced expression of the inflammatory cytokine *Il1β* was further confirmed by microarray-based transcriptomics from livers of formerly obese and lean mice, where the top-associated disease was ‘inflammatory response’ and predicted ‘activated upstream regulators’ were TNF and IL6. Our study was terminated 7 weeks following the diet switch; thus we cannot exclude that some or all of these inflammatory events are lost over time, as fibrosis and inflammation can also be indicators of tissue regeneration.^54^ Nevertheless, our data show that proinflammatory signals together with increased histological alterations are maintained even after restoration of a lean body weight. To this end, it is very likely that the liver is central to the detrimental consequences of weight regain following moderate weight loss. Thus it is tempting to speculate that maintaining a lean body weight following weight loss is critically important to prevent any of the persisting molecular alterations in adipose tissue and the liver to negatively impact on metabolism. Importantly, however, the onset and development of obesity and the metabolic syndrome is sex dependent.^55, 56^ Despite a higher prevalence of obesity, the prevalence of NAFLD is lower in women than in men.^55^ Moreover, female mice are less susceptible to diet-induced obesity and fatty liver disease.^57^ Thus, it will be interesting to study the consequences of *ad libitum* weight loss in models of female obesity, hepatosteatosis and insulin resistance in the future. Nevertheless, most humans regain most or even more than their pre-dieting weight within a relatively short time after dieting.^19, 20, 21^ We and others have previously shown that caloric restriction induces acute and persistent hyperphagia and body weight rebound of formerly obese mice upon *ad libitum* re-feeding of both, low- and high-fat diets.^25, 27, 36^ Interestingly, however, the current model of *ad libitum* switch to an LFD did not accelerate food intake nor body weight gain upon re-exposure to HFD for 48 h. This could in part be due to differences in experimental set-ups, as in this study mice were only fasted for 3 h before re-exposure to HFD and not 24 h, like previously reported.^27^ Moreover, we did not detect significantly altered expression of *Agrp*, *Pomc*, *Foxo1* and *Leptinr* nor increased hypothalamic inflammation, when comparing formerly obese to lean mice exposed to HFD.

Hence, in contrast to severe caloric restriction, *ad libitum* switch to a low-caloric diet does not induce strong orexigenic hypothalamic alterations, which facilitate body mass rebound. Thus, the degree of hyperphagia seems to be dominated by the availability of food rather than the calories consumed.

In conclusion, weight loss due to a simple switch from an HFD to an LFD reverses many metabolic phenotypes in mice within 2 months. Moreover, this weight loss model is not associated with immediate hyperphagia upon re-exposure to HFD, indicating that consuming food choices with a reduced caloric value *ad libitum* instead of strict caloric restriction may present an attractive strategy to successfully reduce and maintain body weight. However, perigonadal fat, as one of the most prominent visceral adipose tissue depots in mice, and the liver maintain a molecular memory of a history of obesity. Both of these tissues are critically important for the development of insulin resistance and glucose intolerance. Thus, future weight loss studies should include monitoring and treatment of these inflammatory processes after the diet intervention to prevent a deterioration of metabolic health upon moderate weight regain.

## Figures and Tables

**Figure 1:**
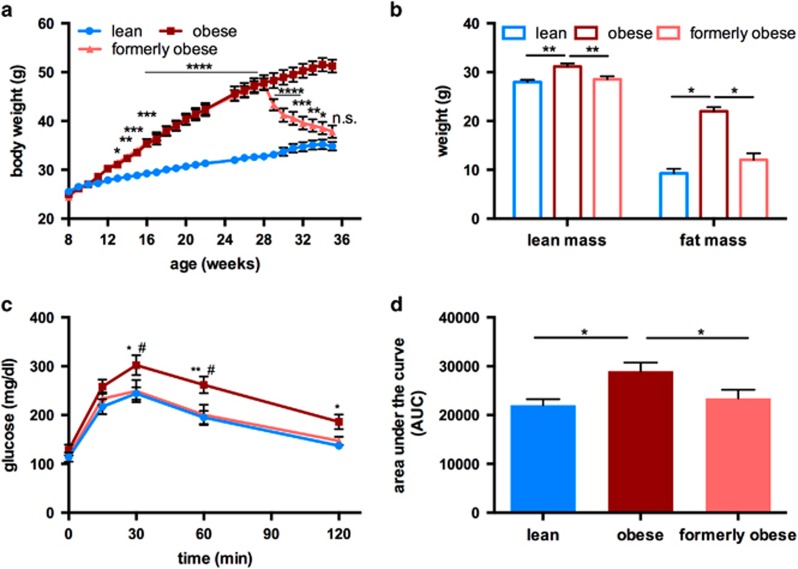
*Ad libitum* switch to low-fat diet reverses diet-induced obesity phenotype of male C57BL/6J mice. (**a**) Body weight curve of lean (*n*=23), obese (*n*=24) and formerly obese mice (*n*=23) Statistical difference was determined via two-way ANOVA and reached significance with *P*< 0.05 (*) Significance is indicated for formerly obese against lean mice. (**b**) Lean mass and fat mass was determined in a subgroup of lean, obese and formerly obese mice (*n*=10–11), after 27 weeks of feeding and 35 weeks of age. (**c**) Intraperitoneal glucose tolerance (GTT) test (glucose 2 g per kg body weight) in a subgroup of formerly obese, lean and obese mice (*n*=11–12) at 35 weeks of age. (**d**) Area under the curve (AUC) of performed GTT (*n*=11–12). Data are presented as mean±standard error of the mean (s.e.m.).

**Figure 2:**
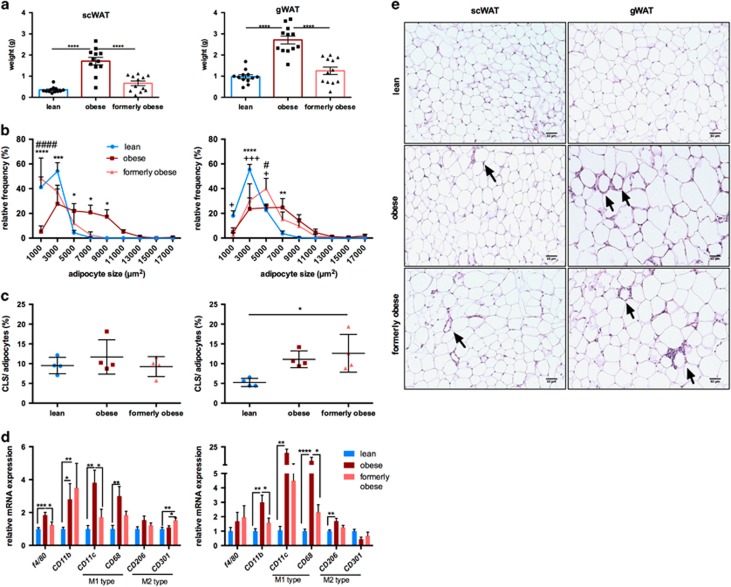
Depot-specific adipose tissue heterogeneity after a history of obesity. (**a**) Subcutaneous (scWAT) and perigonadal (gWAT) tissue wet weight (g) of lean, obese and formerly obese mice after 27 weeks of experimental diet (*n*=12). (**b**) Frequency distribution of adipocyte cell sizes (μm^2^) from scWAT and gWAT of lean, obese and formerly obese mice (*n*=4–5). Significant differences are indicated with+(formerly obese vs lean mice), # (obese vs formerly obese) and *=*P*<0.05 (obese vs lean) and were determined via two-way ANOVA followed by Tukey’s multiple comparison test. (**c**) % of counted crown-like structures (CLS) per number of counted adipocytes of scWAT and gWAT (*n*=4–5). (**d**) qPCR analysis of macrophage markers in scWAT (left panel) and gWAT (right panel). Expression levels are normalized to housekeeping gene TBP and shown as fold-change compared to the lean group (*n*=7–11). (**e**) Representative sections from H&E-stained scWAT (left panel) and gWAT (right panel) of lean, obese and formerly obese mice (× 200 magnification, scale bar=50 μm). Arrows indicate CLS.

**Figure 3:**
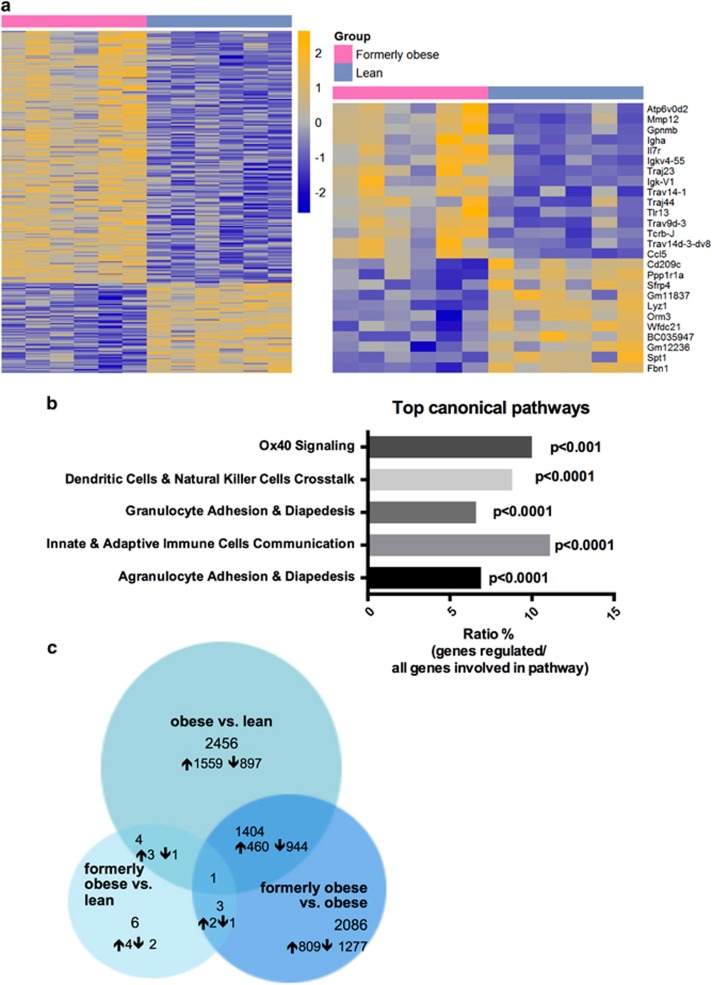
A history of diet-induced obesity covers a proinflammatory adipogenic transcription profile. (**a**) Heat map of 309 significantly (*P*<0.01) regulated genes in gWAT of formerly obese vs lean mice (*n*=6). Top up- and downregulated genes are presented separately. A detailed list of the 309 differentially expressed genes can be found in Supplementary Table 2. Statistical analysis was performed with the limma *t*-test and FC>1.3 ×, *P*<0.01 was considered as statistical significant. (**b**) Top five statistically significant (*P*<0.001) enriched canonical pathways associated with the 309 differentially expressed genes of formerly obese vs lean mice. A complete list of significantly enriched canonical pathways is attached in Supplementary Table 3. (**c**) Venn-diagram of (overlapping) significantly differentially expressed genes (FC>1.3, FDR<10%) in three pairwise comparisons ‘formerly obese vs lean’ (left panel), ‘obese vs lean’ (upper panel) and ‘formerly obese vs obese’ (right panel). A detailed list of the differentially expressed genes regarding each comparison can be found in Supplementary Tables 2, 4 and 5.

**Figure 4:**
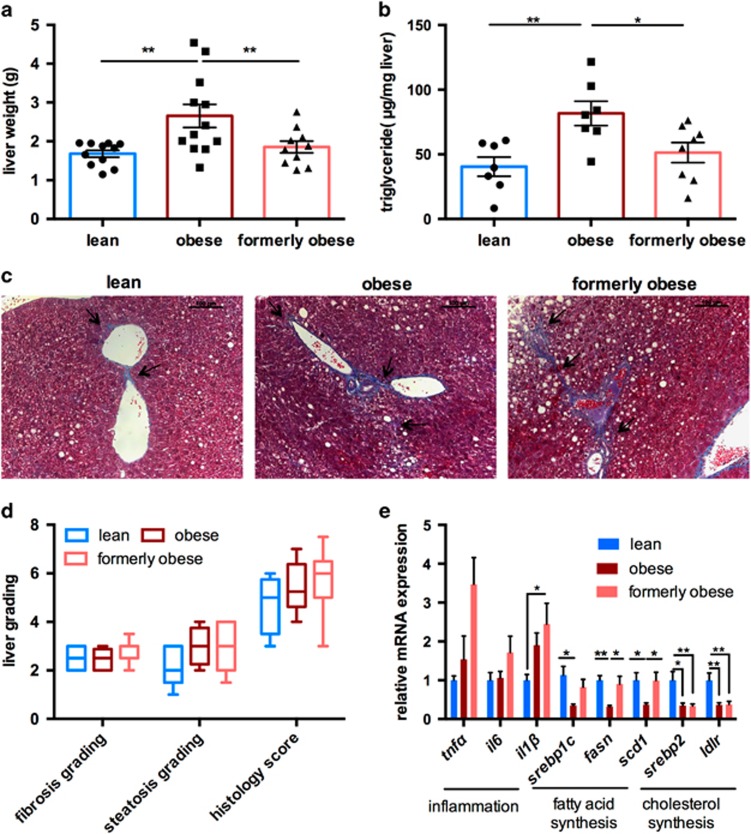
*Ad libitum* switch to low-fat diet partly reverses hepatic steatosis. (**a**) Liver weights of lean, obese and formerly obese mice, after 27 weeks of feeding the experimental diets (*n*=10–12). (**b**) Triglyceride contents (μg per mg of liver tissue) from livers of lean, obese and formerly obese mice (*n*=7–8). (**c**) Representative Masson’s trichrome-stained liver sections of a lean, obese and formerly obese mouse (× 200 magnification, scale 100 μm). Arrows indicate fibrotic lesions around the portal area and portal-to-portal bridging. (**d**) Histological scoring of H&E- and Masson’s Trichrome-stained liver sections (*n*=5–8). Data are given as boxplots indicating mean, minimum and maximum. (**e**) QPcr analysis of hepatic genes. Expression levels are normalized to housekeeping gene HPRT and shown as fold-change compared to the lean group. Data are presented as mean±standard error of the mean (s.e.m.) and analyzed using one-way ANOVA followed by Tukey’s multiple comparison test (*P<0.05, **P<0.01).

**Figure 5:**
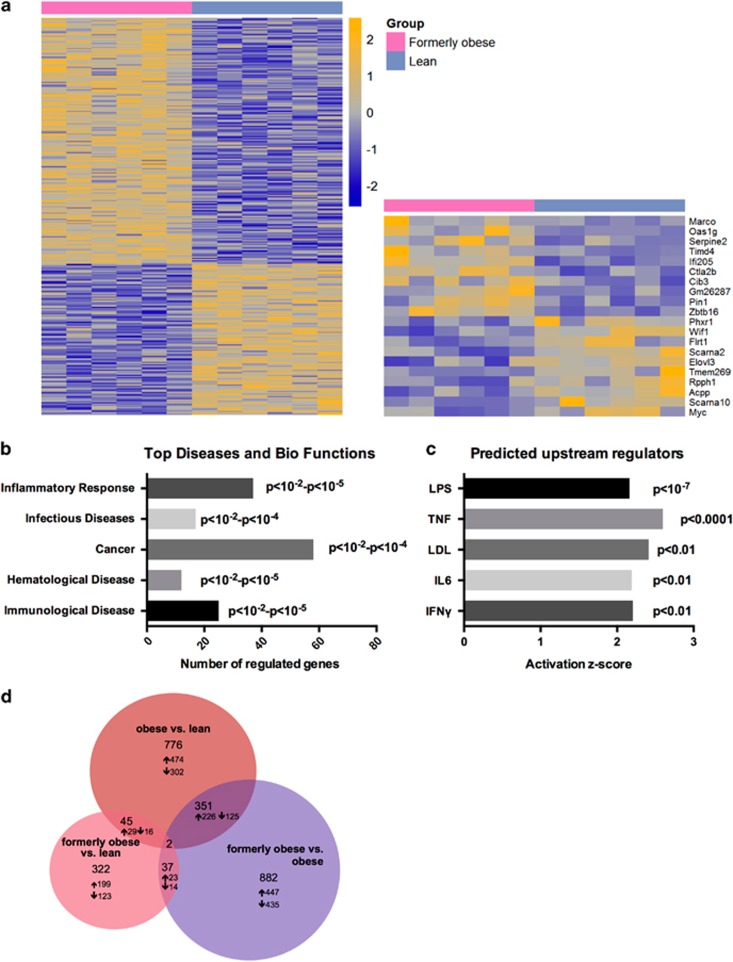
A history of diet-induced obesity covers a proinflammatory hepatic transcription profile. (**a**) Heat map of 322 significantly (*P*<0.01) regulated hepatic genes in the comparison of formerly obese and lean mice (*n*=6). Top up- and downregulated genes are presented separately. A detailed list of the 322 differentially expressed genes is attached in Supplementary Table 6. (**b**) Top five statistically significant (by *P*-value; *P*<0.01) activated ‘Diseases and Bio Functions’ associated with the 322 regulated genes. A detailed list of annotated terms can be found in Supplementary Table 7. (**c**) Significantly activated predicted upstream regulators of the 322 regulated hepatic genes. A list of all predicted activated upstream regulators of the 322 differentially expressed genes can be found in Supplementary Table 8. (**d**) Venn-diagram of (overlapping) differentially expressed genes (FC>1.2 *P*<0.01) in three pairwise comparisons ‘formerly obese vs lean’ (left panel), ‘obese vs lean’ (upper panel) and ‘formerly obese vs obese’ (right panel). A detailed list of the differentially expressed genes regarding each comparison can be found in Supplementary Tables 6, 9–13.

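In obese vs lean livers *Cidec*, which coats lipid droplets, averaged 375 ± 165 (SD, 6 mice) vs 91.1 ± 83.6, and *Themis*, a signalling protein known from T cells, 61.6 ± 18.8 vs 9.77 ± 2.45. The acute phase gene *Saa2* averaged 694 ± 224 vs 228 ± 216, and *Lcn2*, which binds bacterial siderophores, 156 ± 93.0 vs 44.3 ± 12.9. *Lepr*, the leptin receptor, fell from 54.0 ± 14.6 in lean to 16.1 ± 2.78 in obese livers and was 64.2 ± 23.2 in formerly obese livers. In formerly obese livers *Cidec* (64.3 ± 51.7) and *Themis* (10.3 ± 5.68) were lower than in obese livers.

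*Themis* rose in obese vs lean livers by 2.64 on the log2 scale (SE 0.212, adjusted *P*=0.000477) and was lower in formerly obese vs obese livers by -2.65 (SE 0.277, adjusted *P*=0.00558). *Lepr* fell by 1.72 in obese vs lean livers (SE 0.189, adjusted *P*=0.00683) and was higher by 1.94 in formerly obese vs obese livers (SE 0.217, adjusted *P*=0.00833). The log2 difference of *Cidec* was 2.46 in obese vs lean livers (SE 0.547, exact permutation *P*=0.00649) and -2.82 in formerly obese vs obese livers (SE 0.482, adjusted *P*=0.0597). *Pparg*, the regulator of fat cell genes, was higher 1.88-fold in obese vs lean livers, and *Timp1* and *Col3a1*, of the extracellular matrix, 1.64-fold and 1.75-fold. The 4 probe sets of *Fabp5*, a fatty acid carrier, lay between 0.265 and 0.382 of the lean average in obese livers.

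Genes of lipid uptake and lipid droplets were higher in obese vs lean livers by 0.63 (19 genes, SE 0.168, exact permutation *P*=0.00866, adjusted *P*=0.0563; adjusted *P*=0.125 by camera with an estimated correlation), and adipocyte genes by 0.53 (9 genes, SE 0.116, exact permutation *P*=0.00216, adjusted *P*=0.0422; adjusted *P*=0.124 with an estimated correlation). Of the lipid droplet genes 9 passed the criteria and 9 adjusted over the list alone, with 1, *Fitm1*, past the FDR over all probe sets. Of the adipocyte genes 3 passed the criteria, 3 adjusted over the list alone and 0 over all probe sets. Acute phase genes were higher by 0.41 (24 genes, SE 0.0877, adjusted *P*=0.0422; adjusted *P*=0.124 with an estimated correlation), with 11 past the FDR adjusted over the list alone and 1, *Saa4*, over all probe sets. Genes of collagen and extracellular matrix were higher by 0.30 (28 genes, SE 0.098, exact permutation *P*=0.0108, adjusted *P*=0.0603; adjusted *P*=0.175 with an estimated correlation), with 10 past the FDR adjusted over the list alone and 0 over all probe sets. Genes of fatty acid synthesis fell by 0.31 (20 genes, SE 0.101, exact permutation *P*=0.013, adjusted *P*=0.0633; adjusted *P*=0.175 with an estimated correlation), with 7 past the FDR adjusted over the list alone and 0 over all probe sets. Obese replicate 2 lay lowest for this list, and without it the fall was 0.24 (SE 0.0701, exact permutation *P*=0.0216) and did not pass over the lists (adjusted *P*=0.106). The macrophage genes lay higher by 0.19 (SE 0.128, exact permutation *P*=0.156) in obese livers and did not pass.

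In formerly obese vs obese livers, fatty acid synthesis rose by 0.42 (SE 0.124, adjusted *P*=0.0482; adjusted *P*=0.143 with an estimated correlation), and by 0.35 without obese replicate 2 (SE 0.0999, adjusted *P*=0.0844). Lipid droplet genes fell by 0.67 (SE 0.169), acute phase genes fell by 0.39 (SE 0.0904) and adipocyte genes fell by 0.61 (SE 0.0977), the last with an adjusted *P*=0.0537 with an estimated correlation and the other 2 with an adjusted *P*=0.143. Adjusted over the list alone 12 genes of fatty acid synthesis, 9 of lipid droplets, 9 of the acute phase and 4 of adipocytes passed, against 1, 2, 0 and 2 over all probe sets.

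In obese vs lean livers 833 probe sets passed the criteria (470 higher, 363 lower) and 37 an FDR of 10% (22 higher, 15 lower). Leaving out any 1 of the 12 livers moved the latter count, to between 6 (without lean replicate 2) and 66 (without obese replicate 1). In formerly obese vs obese livers 899 probe sets passed the criteria (475 higher, 424 lower) and 78 the FDR (35 higher, 43 lower), with 19 without formerly obese replicate 4 and 173 without formerly obese replicate 2 as the lowest and highest when 1 liver was left out.

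**Figure D6:**
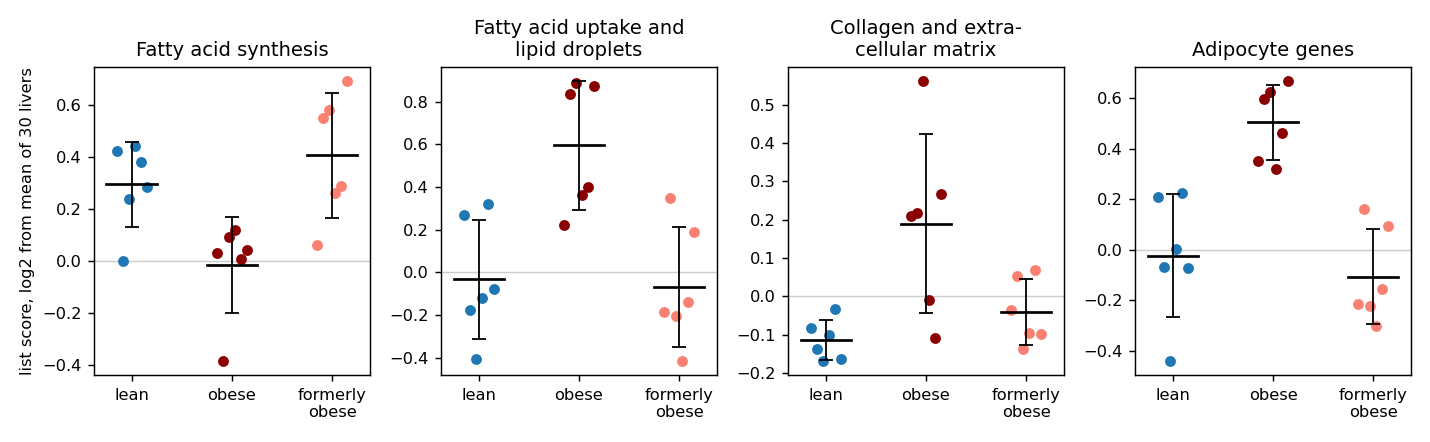
Score of 4 gene lists in lean, obese and formerly obese livers, in log2 units from the mean of 30 livers (1 point per mouse, 6 per group; line, mean; bars, SD). Obese livers lie 0.63 above lean livers for lipid uptake and lipid droplets and 0.53 above for adipocyte genes.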

**Figure 6:**
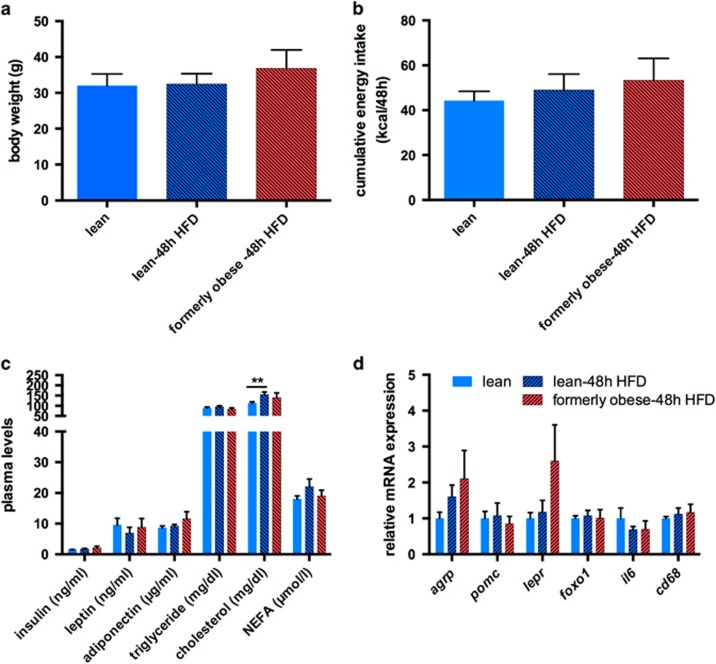
A history of diet-induced obesity does not facilitate hyperphagia within 48 h of re-feeding. (**a**) Body weight of lean and formerly obese mice, (re-) fed with HFD for 48 h (*n*=12). (**b**) Cumulative energy intake from lean and formerly obese mice, (re-) fed with HFD for 48 h (*n*=6) calculated as kcal/48 h/2 mice. (**c**) Plasma metabolites of lean and formerly obese mice (re-) fed with HFD for 48 h (*n*=8). (**d**) mRNA expression of hypothalamic orexigenic and inflammatory genes lean and formerly obese mice (re-) fed with HFD for 48 h and obese mice (*n*=6). Data are given as mean±standard error of the mean (s.e.m.). Statistical significance was indicated with *=*P*<0.05.

# Supplementary material for: A history of obesity leaves an inflammatory fingerprint in liver and adipose tissue
**Source:** Int J Obes (Lond). 2017 Oct 24;42(3):507–17. doi: 10.1038/ijo.2017.224
**Supplement:** Supplementary Information

**Text summary of Supplementary Information:**

**Supplemental Figure 1**: Caloric intake and qPCR data from scWAT and BAT of lean. Obese and formerly obese mice.

**Supplemental Figure 2:** relative mRNA expression levels of cytokines and adipokines measured in scWAT and gWAT of lean, obese and formerly obese mice.

**Supplemental Figure 3**:relative mRNA expression levels of hepatic genes of lean and 48h-HFD refed animals

**Supplemental Table 1:** results of blood measurements of lean, obese and formerly obese mice.

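For the liver, Tables 6, 12 and 13 list the probe sets that passed the criteria in formerly obese vs lean, obese vs lean and formerly obese vs obese mice, each with its averages and its fold change. *Marco* has the largest upward fold change of Table 6, and its fold change from the array values was 2.14. All probe sets of these tables had the same direction when recomputed from the array values. Of the 322 probe sets of Table 6, 249 were among the 374 called here, of the 776 of Table 12, 673, and of the 882 of Table 13, 758. The largest recomputed limma *P* of any of them was 0.0159. Table 9 holds the 45 probe sets that are in both Table 6 and Table 12, of which 43 have the same direction in both, among them *Tagln2*, an actin-binding protein, at 0.57 in formerly obese and 0.60 in obese vs lean livers. Of these 45 probe sets 32 passed the criteria in both comparisons here.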

**Supplemental Tables 2-13**: lists of differentially expressed genes and associated enriched pathways in gWAT and liver.

**Supplemental Table 14** : primer sequences used for qPCR analysis.

# Supplementary material for: A history of obesity leaves an inflammatory fingerprint in liver and adipose tissue
**Source:** Int J Obes (Lond). 2017 Oct 24;42(3):507–17. doi: 10.1038/ijo.2017.224
**Supplement:** Supplementary Table 1

Supplemental Table 1: Plasma metabolites after 27 weeks of feeding experimental diets.

|  | **lean** | **obese** | **formerly obese** |
| --- | --- | --- | --- |
| **Triglyceride (mg/dl)** | 81.43±5.84^++^ | 121.0±11.41^*^ | 62.0 ± 8.06^+++^ |
| **Cholesterol (mg/dl)** | 112.3 ± 7.06^++^ | 184.7 ± 17.59^**^ | 103.5 ±1 6.74^++^ |
| **NEFA (µmol/l)** | 17.94 ± 1.07 | 22.13 ± 1.04 | 14.61 ± 2.64^+^ |
| **Insulin (ng/ml)** | 1.41 ± 0.19^++++^ | 8.01 ± 1.04^****^ | 1.75 ± 0.34^++++^ |
| **Leptin (ng/ml)** | 9.52 ± 2.21^++++^ | 38.52 ±4.97^****^ | 10.33 ± 2.97^++++^ |
| **Adiponectin (µg/ml)** | 8.59 ± 0.67 | 7.54 ± 0.50 | 10.51 ± 0.83^+^ |

*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 compared to lean mice; ^+^p<0.05, ^++^p<0.01, ^+++^p<0.001, ^++++^p<0.0001 compared to obese mice. Data were analyzed using One-way ANOVA followed by Tukey’s multiple comparison test. N=7-8 per plasma metabolites analyses. Data are presented as mean ± standard error of the mean (SEM).

# Supplementary material for: A history of obesity leaves an inflammatory fingerprint in liver and adipose tissue
**Source:** Int J Obes (Lond). 2017 Oct 24;42(3):507–17. doi: 10.1038/ijo.2017.224
**Supplement:** Supplementary Table 14

**Supplemental Table 14**

**Primer List**

| **Genename** | **Forward (5’<3’)** | **Reverse (3’<5’)** |
| --- | --- | --- |
| *Agrp* | GGCCTCAAGAAGACAACTGC | GCAAAAGGCATTGAAGAAGC |
| *Pomc* | CATTAGGCTTGGAGCAGGTC | TCTTGATGATGGCGTTCTTG |
| *Lepr* | CGTGGTGAAGCATCGTACTG | GGGCCATGAGAAGGTAAGGT |
| *Foxo1* | CGCCTCCTACTACTGAGC | TGTCTGTACTTAGGCGCACA |
| *Il6* | TAGTCCTTCCTACCCCAATTTCC | TTGGTCCTTAGCCACTCCTTC |
| *Cd68* | TGTCTGATCTTGCTAGGACCG | GAGAGTAACGGCCTTTTTGTGA |
| *F4/80* | CATAAGCTGGGCAAGTGGTA | GGATGTACAGATGGGGGATG |
| *Cd11b* | TGACCTGGCTTTAGACCCTG | ACCTCTGAGCATCCATAGCC |
| *Cd11c* | CTGGATAGCCTTTCTTCTGCTG | GCACACTGTGTCCGAACTCA |
| *Cd206* | TGATTACGAGCAGTGGAAGC | GTTCACCGTAAGCCCAATTT |
| *Cd301* | CTCTGGAGAGCACAGTGGAG | ACTTCCGAGCCGTTGTTCT |
| *Ucp1* | GGCCTCTACGACTCAGTCCA | TAAGCCGGCTGAGATCTTGT |
| *Pgc1α* | AGCCGTGACCACTGACAACGAG | GCTGCATGGTTCTGAGTGCTAAG |
| *Prdm16* | CCGCTGTGATGAGTGTGATG | GGACGATCATGTGTTGCTCC |
| *Cidea* | AATGGACACCGGGTAGTAAGT | CAGCCTGTATAGGTCGAAGGT |
| *Leptin* | GGGCTTCACCCCATTCTGA | TGGCTATCTGCAGCACATTTTG |
| *Adiponectin* | TGTTCCTCTTAATCCTGCCCA | CCAACCTGCACAAGTTCCCTT |
| *Srebp1c* | GGAGCCATGGATTGCACATT | GGCCCGGGAAGTCACTGT |
| *Fasn* | AGAGATCCCGAGACGCTTCT | GCTTGGTCCTTTGAAGTCGAAGA |
| *Il1β* | GCAACTGTTCCTGAACTCAACT | ATCTTTTGGGGTCCGTCAACT |
| *Scd1* | TCCAAGCGCAGTTCCGCCAC | TGGAGATCTCTTGGAGCATGTGG |
| *Srebp2* | CATTCTCCAGCAGTTCCGTG | GCCCTCTCACAGTGACAGAA |
| *Ldlr* | TCAGACGAACAAGGCTGTCC | CCATCTAGGCAATCTCGGTCTC |
| *Tnf* | CAGGCGGTGCCTATGTCTC | CGATCACCCCGAAGTTCAGTAG |

How the deposited data were processed for this re-analysis (not part of the article)

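Liver RNA of 30 mice, 6 in each of 5 groups (lean, obese, formerly obese, and lean and formerly obese mice refed with HFD for 48 h), was measured on Affymetrix Mouse Gene ST arrays. The authors amplified cDNA from total RNA and normalised the arrays with RMA in Expression Console (version 1.4.1.46), which includes background correction, quantile normalisation and median polish, so that the values are log2 signals per probe set. The raw images were not used here, and these steps were not repeated. Values lay between 1.24 and 13.66, and arrays correlated across probe sets with *r* of 0.962 to 0.983. Livers with the same replicate number were compared by the correlation of their deviations from the group means.

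Probe sets were named through the array's annotation, with Entrez numbers matched for 23328 of 41345 probe sets, and 221 more were named from the paper's supplementary tables. Each gene of a list was represented by its probe set with the highest mean over the 30 livers. Genes of a list without a probe set that carries their symbol alone count as not measured. Of these, *Irak4* and *Serpine2* had values on probe sets matched otherwise, and *H2-T22* on a probe set with several symbols. Each comparison was fitted with limma (version 3.58.1, R 4.3.3) on its own 12 livers over all probe sets, with a fit on 24 livers for the interaction of history and refeeding. A probe set passed the criteria with *P* under 0.01, a ratio of linear averages above 1.2 in either direction and an average above 8 in at least 1 group. The Benjamini-Hochberg FDR of 10% was taken over all probe sets of a comparison. The fits were tested on simulated data with known changes.

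The 38 gene lists (14 of cell types, 24 of pathways) name 764 genes, of which 686 were measured. They were compared in R with limma's camera at a preset correlation of 0.01 and with an estimated one, with fry, with Fisher's exact test among the genes past the average, and with an exact permutation test of the list score per mouse. Single genes of the paper's qPCR were also tested with an exact permutation test. Input values were prepared in Python 3.11.15 with NumPy 2.4.6, and figures were drawn with Matplotlib 3.10.9.

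The genes named in the text are, per comparison, those among the 10 probe sets with a single symbol with the largest fold change in each direction past the criteria, the liver genes that the paper names, and up to 4 genes with the smallest *P* of each list that the text describes. Symbols that are only a locus number or a small RNA were left out of the detailed description. The fold changes of the paper's supplementary tables had been seen when this rule was written. A few genes outside the rule were named after their values were seen: *Cd68*, *Csf1r*, *Cd163*, *Vsig4*, *Adgre1*, *Folr2* and *Hmgcs1* as list members, targets of the paper's upstream regulators, genes shared by 2 comparisons, and the first genes of the history averaged over both diets.

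The alternatives were all 30 livers in a single fit, an intensity trend with a robust prior, arrayWeights, median-centred arrays, other thresholds on average, fold change and FDR, a single probe set per gene, the mean of all probe sets of a gene, list members past the average, a block for the replicate number, each liver left out in turn, and the lean livers divided 3 and 3. Added once the values had been seen were fits without the probe sets numbered below the first annotated one, the fold change from mean log2 values, the 18 livers of the paper's 3 groups in a single fit, the history averaged over both diets, the correlation of both histories over all divisions of the refed livers, the macrophage list with each liver left out, and the lists without a liver that stood apart. For each comparison, 100 groupings of the same livers were fitted, the real one included. The Ingenuity analyses were not repeated, since its knowledge base was not used here. Adipose tissue, plasma, histology and qPCR values were not analysed here.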

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

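Of the tests in this part, those of the hepatocyte share, of the refed mice as other mice for the macrophage genes and of a response that depends on history were chosen only after the result was seen, as were the shifts without single refed livers. In 125 groups of 6 livers the gap between the highest or lowest liver and its nearest neighbour was divided by the group's range, and 14 groups exceeded 0.625, where 6.25 do by chance. In lean-HFD mice, replicate 3 lay highest for acute phase genes (0.710), ER stress genes (0.704) and glucocorticoid and stress response genes (0.671), and replicate 6 lay lowest for the macrophage genes (0.737) and highest for genes of T cells and NK cells (0.656). In formerly obese-HFD mice, replicate 4 lay highest for the macrophage genes (0.782), replicate 6 for the cell cycle (0.716) and replicate 1 for pancreas genes (0.626). Obese replicate 2 lay lowest for fatty acid synthesis (0.779) and obese replicate 3 highest for toll-like receptor genes (0.678). Of single genes, *Tnf* was highest in lean replicate 4 (0.662), *Il6* in formerly obese replicate 4 (0.762), *Srebf1* in formerly obese replicate 2 (0.688), and *Srebf2* was lowest in lean replicate 3 (0.755).

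The paper does not report the arrays of refed livers across the genome. In lean mice, the genes of fatty acid synthesis were lower after 48 h of HFD than on control diet, at -0.68 (SE 0.149, exact permutation *P*=0.00433, adjusted *P*=0.0844, and adjusted *P*=0.0795 by camera with an estimated correlation). Of these genes 14 of 20 passed the FDR adjusted over the list alone, with 1 over all probe sets. ER stress genes rose by 0.23 (SE 0.0555, exact permutation *P*=0.00216, adjusted *P*=0.0844; adjusted *P*=0.148 with an estimated correlation), and 9 of 21 passed adjusted over the list alone. In all, 532 probe sets passed the criteria and 3 an FDR of 10%, and the highest of the other 99 groupings of the same livers had 464 and 3. At least as many were found in 1 and 2 of 100 groupings, the real one included. Chance is thus unlikely among these groupings for the first count. It is not excluded for the second, which another grouping reached. The groupings ignore the replicate numbers, and a replicate block left 0 at the FDR. Leaving out a liver moved the count of 3 to between 1 (without lean-HFD replicate 3, 4, 5 or 6, or lean replicate 3 or 5) and 10 (without lean-HFD replicate 2), with 5 without lean-HFD replicate 1 and 7 without lean replicate 2.

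In formerly obese mice 489 probe sets passed the criteria after refeeding and 10 an FDR of 10%. The other groupings, which ignore the replicate numbers, had up to 518 and 2. With the real one included, 3 and 1 of 100 groupings had as many. Chance is thus not excluded for the 489, and is unlikely among these groupings for the 10. A replicate block left 2 at the FDR. Leaving out 1 liver gave between 1 (among others without formerly obese-HFD replicate 4) and 17 (without formerly obese replicate 1) probe sets at the FDR. Between refed formerly obese and refed lean livers, macrophage genes were higher by 0.36 (SE 0.148, exact permutation *P*=0.00216), MHC class II genes by 0.47 (SE 0.121, exact permutation *P*=0.00866), targets of TNF and NF-κB by 0.23 (SE 0.0884, exact permutation *P*=0.00433) and genes of T cells and NK cells by 0.19 (SE 0.0576, exact permutation *P*=0.00649), each with an adjusted *P*=0.0844. In 11 livers, tested only after the result was seen, the macrophage genes did not pass over the lists without lean-HFD replicate 6 (adjusted *P*=0.127) or formerly obese-HFD replicate 4 (adjusted *P*=0.169), nor did the genes of T cells and NK cells, higher by 0.21, without lean-HFD replicate 6 (adjusted *P*=0.127). With an estimated correlation camera gave the macrophage genes an adjusted *P*=0.203 and the other 3 lists an adjusted *P*=0.137. Adjusted over the list alone 12 macrophage genes were higher and 1 lower, 8 MHC class II genes, 0 TNF and NF-κB targets and 1 gene of T cells and NK cells were higher, and 0 of any list passed over all probe sets. The probe sets past the criteria numbered 378, with 0 at an FDR of 10% by limma (2264 at an unadjusted *P* under 0.05), and 9 of 100 groupings had as many, up to 486, so that chance cannot be excluded for the count.

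The macrophage genes lay higher in formerly obese vs lean livers on control diet (0.45, SE 0.128, exact permutation *P*=0.00866), which did not pass over the lists (adjusted *P*=0.281; adjusted *P*=0.148 by camera with an estimated correlation). A lower share of hepatocyte RNA would raise all other cell types alike, and the macrophage list lay higher by 0.40 more than the mean of 8 other non-parenchymal lists (SE 0.102, exact permutation *P*=0.00433), which lay higher by 0.05 (SE 0.0406). A single liver did not carry the shift: with each liver left out the lowest ratio of the shift to its SE was 2.92 (0.42, SE 0.145, without formerly obese replicate 5). RNA quality or amplification cannot be told apart from a history of obesity: the small RNA probe sets hardly differed (-0.02, SE 0.0171, exact permutation *P*=0.227), so their score as a covariate could not remove the shift (0.49, SE 0.142). In other mice, after refeeding, the list average was higher again (exact permutation *P*=0.00216, the smallest the test can give). The shift was 0.24 without lean-HFD replicate 6, 0.28 without formerly obese-HFD replicate 4 and 0.16 without both (SE 0.0498). Over the lists it did not pass without replicate 6 or without replicate 4, nor by camera with an estimated correlation. Its genes did not all repeat. *Marco* averaged 22.0 ± 9.83 in refed formerly obese and 27.0 ± 9.56 in refed lean livers, and *Timd4* 49.1 ± 20.4 and 41.9 ± 7.59. *Cd68* and *Cybb* were higher again. A history of obesity may be reflected in the macrophage genes, but RNA quality stays open beside it. More macrophages and more expression per macrophage were not separated.

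The genes of fatty acid synthesis fell after 48 h of HFD in lean mice, and in formerly obese mice they lay lower, at -0.71 (SE 0.140, exact permutation *P*=0.00433), which did not pass over the lists (adjusted *P*=0.169; adjusted *P*=0.0807 by camera with an estimated correlation), with 11 of 20 genes past the FDR adjusted over the list alone and 5 over all probe sets. A lower share of hepatocyte RNA is argued against, since the list fell against the hepatocyte genes by -0.72 in lean (SE 0.147) and -0.78 in formerly obese mice (SE 0.143). A response that depends on the history is not seen: the shifts differed by -0.0270 (SE 0.204, permutation *P*=0.889). Another time of kill cannot be told apart from refeeding, because the paper's text names no hour and the clock genes, of which *Per2* was not measured, had a smallest limma *P* of 0.0233 in formerly obese mice, for *Nr1d2* at -0.24 (*Nr1d1* at -0.71, limma *P* of 0.0392), while in lean mice, where the list fell too, the smallest was 0.169, for *Nr1d2* at -0.14. A response of the lean and formerly obese liver to the new diet may account for the lower values, and this stays a hypothesis.

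The differences between formerly obese and lean livers on control diet were compared with those between other mice after 48 h of HFD. Across 14230 genes, which are not independent replicates, both sets of differences correlated with *r* of 0.198, and 8 of 100 groupings reached as much, the highest of the others 0.234. That share depends on the groupings drawn; over all 462 divisions of the refed livers, counted only after the result was seen, 24 reached as much (exact permutation *P*=0.0519), the highest of the others 0.243. Of the probe sets past the criteria in both, 7 had the same direction and 3 the opposite, where 2.82 with the same direction are due for independent sets. The same differences in other mice may be present, but with these values chance is not excluded and the question stays open.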

How the results depend on the processing

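Tests added only after the results were seen are those without the low-numbered probe sets, with 18 livers in a single fit, with the history averaged over both diets and of lists without a liver that stood apart. Of 917 recomputed values of 211 results, 840 kept their direction and side of the threshold, 58 became weaker, 19 stronger and 0 reversed. The fit of all 30 livers, the trend and robust prior and the replicate block leave a gene's log2 difference unchanged by construction. Only its *P* could move in them, so the 0 reversed is no test of direction in these settings. These results are single genes and list shifts, and the counts of probe sets are not among them. Of 184 single genes, 151 were the same in a fit of all 30 livers (27 weaker, 6 stronger); of 142, 138 with median-centred arrays, 131 with arrayWeights and 141 with trend and robust prior. The 42 values with the mean of all probe sets of a gene, counted among the 840, are the same by construction, since each of these genes has 1 probe set. Of 27 list shifts, 26 were the same with median-centred arrays, 27 with all probe sets and 26 with members past the average only. Counts at an FDR of 10% moved most: obese vs lean from 37 to 58 (trend and robust), 21 (median-centred), 8 (FDR 5%), 87 (adjusted over probe sets past the average), 71 (without low-numbered probe sets) and 81 (18 livers); formerly obese vs obese from 78 to 133 (all 30 livers), 24 (FDR 5%), 161 (past the average), 129 (without low-numbered) and 160 (18 livers); formerly obese vs lean from 0 to 1 (18 livers); lean-HFD vs lean from 3 to 21 (all 30 livers), 15 (trend and robust), 5 (arrayWeights), 15 (past the average), 7 (a single probe set per gene) and 10 (without low-numbered); formerly obese-HFD vs formerly obese from 10 to 40 (all 30 livers), 1 (FDR 5%) and 20 (past the average). A single probe set per gene, with fewer probe sets, left 163 past the criteria for formerly obese vs lean, 522 for obese vs lean, 315 for lean-HFD vs lean, 248 for formerly obese-HFD vs formerly obese, 197 for formerly obese-HFD vs lean-HFD and 133 for the interaction, where an average above 16 left 194. Leaving out each liver gave 315 to 422 (FDR 0 to 1) for formerly obese vs lean, 699 to 888 (6 to 66) for obese vs lean, 716 to 1005 (19 to 173) for formerly obese vs obese, 458 to 611 (1 to 10) for lean-HFD vs lean, 395 to 602 (1 to 17) for formerly obese-HFD vs formerly obese and 320 to 423 (0 to 0) for formerly obese-HFD vs lean-HFD. With the lean livers divided 3 and 3, separate fits shared 7.15 probe sets on average, where the smaller lean groups also lower the power. With an estimated correlation camera passed 0, 0, 1, 1, 1 and 0 lists (formerly obese vs lean, obese vs lean, formerly obese vs obese, lean-HFD vs lean, formerly obese-HFD vs formerly obese, formerly obese-HFD vs lean-HFD); in that order fry passed 0, 7, 9, 2, 1 and 0 by direction, and 4, 20, 19, 7, 3 and 4 in either direction. The fit of all 30 livers left 1 enriched list for formerly obese vs lean and 3 for obese vs lean, and 1 of the qPCR genes past its threshold for formerly obese vs lean. Averaged over both diets, 7 lists passed. Apart from the construction of these settings (more or fewer livers, probe sets or a stricter threshold), the cause was not tested.

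The replicate numbers were not taken as pairs, since no source names what they share and not every correlation between livers with the same number was above 0.1: the deviations from the group means correlated by -0.110 to 0.112 (mean 0.0177, other numbers -0.00354). A liver correlated best with its own number in 30 of 120 searches, where 20 are due by chance. In lean-HFD vs lean livers it did so in 7 of 12, where 2 are due, and in formerly obese-HFD vs formerly obese livers in 5 of 12. The count was 4 of 12 in formerly obese vs obese and in formerly obese-HFD vs lean-HFD livers, 1 in obese vs lean and 0 in formerly obese vs lean livers. A shared factor behind the numbers is thus not excluded, least of all in the comparisons of refed with control diet. With a replicate block all the same, 158 of 184 single genes were the same (18 weaker, 8 stronger), and the FDR counts were 4 for obese vs lean, 33 for formerly obese vs obese, 0 for lean-HFD vs lean and 2 for formerly obese-HFD vs formerly obese; 1 qPCR gene passed for formerly obese vs lean and 1 for formerly obese-HFD vs lean-HFD. Genes with a signal near the background, such as *Il6*, have compressed differences on arrays, so small changes in them were not detectable.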

Differences from the paper's values

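Tests without the low-numbered probe sets were added after the values were seen. The paper's values come from qPCR bars read by eye, as ratios to lean mice, and the values here are ratios of linear array averages, another assay of the same groups. For *Tnf* in formerly obese mice the paper's value is about 3.5 in Figure 4e, read by eye, and the array ratio is 1.05. For *Il6* in formerly obese mice it is about 1.7 in Figure 4e, read by eye, against 0.949, and for *Il1b* about 2.4 in Figure 4e, read by eye, against 1.34. For *Srebf1* the paper's primer pair is named *Srebp1c*. Its value is about 0.3 in obese and about 0.7 in formerly obese mice in Figure 4e, read by eye, against 0.759 and 1.098. Whether that primer pair and the array's probe set for *Srebf1* measure the same transcripts was not tested. For *Fasn* in obese mice it is about 0.3 in Figure 4e, read by eye, against 0.647, and for *Scd1* in obese mice about 0.4 in Figure 4e, read by eye, against 0.906. For *Srebf2* the paper's value is about 0.3 in obese and about 0.3 in formerly obese mice in Figure 4e, read by eye, against 1.37 and 1.23. A pair is listed when the values differ by more than the larger error and by more than 1.5 times. The array signals of these genes lie far apart: *Il6* at the 3.52th percentile of all probe sets, *Tnf* at the 51.3th and *Scd1* at the 99.6th. Whether the level of the signal accounts for a difference was not tested. The alternatives set before the data were examined (all 30 livers in a single fit, the replicate block and the mean of all probe sets of the gene) leave a ratio of averages unchanged by construction, since each of these genes has 1 probe set, so every pair differs in them too and they are no test of the differences. Counts of probe sets past the criteria were held to the 1.5 times alone, and none differed as reported: the paper's 322 against 374, the paper's 776 against 833 and the paper's 882 against 899. The sets are not alike: 82, 103 and 94 of those called here are unnamed and numbered below the first annotated one. The paper's liver tables hold 0 such probe sets. Fitted without them, the counts here were 351, 810 and 888. Among the planned settings the total for formerly obese vs lean differed without the filter on the average (488) and with a single probe set per gene (163), the count of higher ones with the latter (106 against the paper's 199), and that of lower ones with both and with an average above 16 (229, 57 and 78 against the paper's 123). For obese vs lean the lower ones differed with a single probe set per gene (200 against the paper's 302).

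The paper states that *Srebp2* is lower in obese and formerly obese livers by qPCR, while *Srebf2* was higher on the arrays by 0.47 and 0.32. The paper states that the arrays show a higher *Il1b* in formerly obese livers, where the array difference of 0.42 did not pass the test (exact permutation *P*=0.169). The paper counts *Ccl5* among the genes regulated in formerly obese livers, and it passed the criteria here with median-centred arrays (limma *P* of 0.00964) and, in a setting chosen after seeing the values, without the low-numbered probe sets (limma *P* of 0.00938). Of the genes in Figure 5a, *Marco*, *Phxr1*, *Elovl3*, *Rpph1* and *Myc* did not pass here. In a fit of all 30 livers *Marco*, *Phxr1* and *Rpph1* passed, with arrayWeights *Phxr1* and *Myc*, and with the replicate block *Phxr1* and *Rpph1*. Without the low-numbered probe sets, chosen after seeing the values, *Elovl3* and *Myc* passed; this setting calls 295 of the paper's 322 probe sets and drops 27, where the fit as reported calls 249 and drops 73. For the paper's 776 it calls 749 and drops 27, and for the paper's 882 it calls 834 and drops 48. With an intensity trend and robust prior the count for formerly obese vs lean was 322, of which 199 are among the paper's.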

Other observations

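In this part the average of the history over both diets and the tests on it were chosen only after the results were seen. After 48 h of HFD *Selenbp2*, a methanethiol oxidase, was higher 4.78-fold in lean and 3.97-fold in formerly obese livers, and *Lepr* fell to 0.370 and 0.306 of its average on control diet. *Elovl6*, which elongates fatty acids, fell to 0.365 in lean (log2 -1.47, SE 0.189, adjusted *P*=0.0376) and 0.330 in formerly obese livers (log2 -1.61, SE 0.237, adjusted *P*=0.0734). *Fasn*, the malic enzyme *Me1* and *Scd1* fell by 1.34, 1.21 and 0.70 on the log2 scale in lean livers and by 1.38, 1.55 and 0.81 in formerly obese livers. *Acaca*, which makes malonyl-CoA, fell by 1.29 in formerly obese livers, and *Agxt*, an aminotransferase of peroxisomes, rose there 1.83-fold (adjusted *P*=0.0141). In lean livers *Cyp7b1*, of bile acid synthesis, rose by 1.19 on the log2 scale, the aldehyde oxidase *Aox3* by 1.05 and the chaperones *Dnajb11* and *Sdf2l1* by 0.56 and 0.73, while *Hamp2*, a hepcidin, fell to 0.320. *Marco* fell to 0.433 of its average in formerly obese livers after refeeding.

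Between refed formerly obese and refed lean livers, the MHC class II genes *H2-Aa* and *H2-Ab1* were higher 2.32-fold and 2.17-fold, the chemokines *Cxcl9* and *Ccl5* 2.08-fold and 1.95-fold, and *Cd68* and *Cybb* 1.75-fold and 1.82-fold, all past the criteria and none past an FDR of 10%. *Igfbp1*, which binds insulin-like growth factors, was higher 2.74-fold. *Cish*, an inhibitor of cytokine signalling, was at 0.189 of the refed lean average (log2 -2.30, SE 0.525, limma *P*=0.000731, exact permutation *P*=0.00649), and the transcription factors *Onecut1* and *Hhex* were at 0.413 and 0.497.

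The response to refeeding was compared between histories as an interaction. By limma 296 probe sets passed the criteria for it and 0 an FDR of 10% (2152 at an unadjusted *P* under 0.05, smallest adjusted *P*=0.242). In 41 of 100 groupings as many passed, up to 467, so that chance cannot be excluded. Of the 39 lists none had an interaction (lowest adjusted *P*=0.865 by permutation), with MHC class II genes at 0.34 (permutation *P*=0.0277) the list with the smallest unadjusted *P*.

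Averaged over both diets, with exact permutations within each diet, 7 lists were higher with a history of obesity at an adjusted *P* under 0.1. Macrophage genes were higher by 0.40 (exact permutation *P*=4.92e-05, adjusted *P*=0.00192), genes of T cells and NK cells by 0.13 (adjusted *P*=0.0132), targets of TNF and NF-κB by 0.18 (adjusted *P*=0.0132), MHC class II genes by 0.29 (adjusted *P*=0.0176), toll-like receptor genes by 0.11 (adjusted *P*=0.0283), phagocyte genes by 0.18 (adjusted *P*=0.0378) and glucocorticoid and stress response genes by 0.28 (adjusted *P*=0.0575). The *P* of the macrophage genes is not independent of the data. Of these 24 genes 13 are in Supplementary Table 6, which rests on the same control-diet livers. Its largest fold changes had been read when the list was written. Between refed livers the shift was 0.36, and 0.16 without lean-HFD replicate 6 and formerly obese-HFD replicate 4. Of single probe sets, 404 passed the criteria in the 24 livers (254 higher, 150 lower), and 0 an FDR of 10% by limma (smallest adjusted *P*=0.25). The named gene with the smallest *P*, *Nup62cl*, was lower, at -0.45, and of the next ones past the criteria *Cd68* was higher by 0.68, *Ifi205* by 0.78, *Cd53* by 0.49, *Ifi30* by 0.41, *Wfdc17* by 0.68 and *Cybb* by 0.68.

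For the comparisons that the paper reports, the counts were set against 100 groupings of the same livers, the real one included. For formerly obese vs lean livers 12 groupings had at least the 374 found, with a highest of 520 among the others, so that chance cannot be excluded for the count. For obese vs lean livers 1 had the 833 found (highest other 815) and 1 the 37 at an FDR of 10% (highest other 3). For formerly obese vs obese livers 1 had the 899 found (highest other 730) and 1 the 78 at the FDR (highest other 7). Chance is thus unlikely for these counts among the groupings drawn, with little margin for the 833. For the 47 probe sets shared with the same direction by formerly obese and obese vs lean livers, 13 groupings had as many, up to 87, so that chance cannot be excluded.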
